# Dbf4-dependent kinase finetunes Ino80 function at chromosome replication origins

**DOI:** 10.1038/s41467-026-70698-4

**Published:** 2026-03-28

**Authors:** Priyanka Bansal, Shibojyoti Lahiri, Chandni Natalia Kumar, Jessica Furtmeier, Lorenz Spechtenhauser, Lorenzo Galanti, Juan de Dios Barba Tena, Erika Chacin, Garp Linder, María Ángeles Ortíz-Bazán, Marisa Müller, Petra Vizjak, Tobias Straub, Felix Mueller-Planitz, Johannes Stigler, Andrés Aguilera, Belen Gómez-González, Boris Pfander, Philipp Korber, Axel Imhof, Christoph F. Kurat

**Keywords:** Chromatin remodelling, Origin firing

## Abstract

The highly conserved Dbf4-Dependent Kinase (DDK) plays a pivotal role during S phase. It phosphorylates the replicative helicase (minichromosome maintenance, MCM complex), which leads to the initiation of replication. However, few other targets, besides the MCM complex, are known, leaving DDK an understudied kinase. Here, we determine the nuclear DDK-dependent phosphoproteome by a two-pronged mass spectrometry approach. Among ~ 400 DDK-dependent phosphorylation targets, we find the Arp8 subunit of the INO80 chromatin remodeling complex. Arp8 phosphorylation stabilises INO80’s complex integrity, finetunes its nucleosome spacing at replication origins, stimulates replication and improves the replication stress response. Taken together, we report the regulation of a chromatin remodeler with nucleosome-spacing activity by the cell-cycle machinery. DDK not only regulates the core replication machinery but also regulates a factor that generates replication-conducive chromatin architecture at replication origins.

## Abstract (web summary)

DDK kinase not only acts on the core replication machinery but also regulates the INO80 chromatin remodeler, shaping chromatin at replication origins and supporting replication and genome stability.

## Introduction

The replication of nuclear genomic DNA represents one of the most fundamental processes in cells. Any impairment of nuclear DNA replication may lead to hyperproliferation and compromise genome integrity, both of which are hallmarks of cancerogenesis. Therefore, it is of the utmost importance that replication is tightly regulated and that repair mechanisms respond quickly and effectively to replication stress. Both replication and repair have to navigate chromatin, the packaged form of genomic DNA in the nucleus. In particular, genomic DNA is wrapped around histone octamer proteins forming nucleosomes, the basic units of chromatin. Nucleosomes are relatively stable, which provides a means for the safe storage and packaging of free DNA^1^. However, this is a challenge for DNA-templated processes such as replication, repair and transcription. Accordingly, the replication machinery requires the assistance of factors that deal with chromatin, like the histone chaperone complex FACT/Nhp6a, during replication through a chromatin template in a biochemically reconstituted system^2,3^. ATP-dependent remodelling enzymes with nucleosome spacing activity, such as INO80 or ISW1a, are essential for in vivo-like replication rates, indicating that regular nucleosome spacing plays a pivotal role^2^. Indeed, recent work demonstrated that optimal nucleosome spacing around replication origins, facilitated by the ATP-dependent remodelers INO80, ISW1a, ISW2 and Chd1, is crucial for efficient replication initiation^4^.

DNA replication is a two-step process^5,6^. In the G1 phase of the cell cycle, the Origin Recognition Complex (ORC) loads the inactive replicative DNA helicase, the MCM complex, onto origins of replication with the assistance of other loading factors and ATP. In budding yeast, origins are short DNA sequence motifs^7–10^ within a nucleosome-free region (NFR) flanked by the aforementioned arrays of regularly spaced nucleosomes on both sites^11–13^. It is noteworthy that, in addition to its canonical role as the MCM loader, ORC plays a second essential role prior to replication initiation in the G1 phase^4^. ORC is a boundary element for the INO80, ISW1a, ISW2 and Chd1 remodelers that enables them to generate the phased nucleosome arrays around origins.

Subsequently, during S phase, the MCMs are activated and separate the DNA strands as a prerequisite for the initiation of replication (origin firing)^5,6^. The number of origins is proportional to the size of the genome. For instance, budding yeast employs approximately 300 core origins to replicate its 12 mega base genome^7–10^, whereas in human cells, it is estimated that approximately 30,000 origins are required, which correlates with the roughly 100-fold larger human genome^14^. Origins do not fire simultaneously. Rather, they follow a temporal programme (replication timing) of early- versus late-firing origins^15–22^. Proper execution of this programme is crucial for the regulation of replication and for genome integrity. However, the underlying molecular mechanisms remain poorly understood.

In addition to replication factors, two prominent cell cycle kinases, Cyclin-Dependent Kinase (CDK) and Dbf4-Dependent Kinase (DDK), are responsible for the initiation of replication by activation of the MCM complex^5,6^. CDK is a well-studied kinase with many target proteins involved in a plethora of cellular processes^23–25^. The levels of kinase-activating proteins, called cyclins, oscillate in cyclin-specific patterns during all major cell cycle stages, ensuring that CDK activity is regulated throughout the cell cycle^26^. In contrast, the kinase subunit of yeast DDK, Cdc7, has only one activator, Dbf4, which accumulates in S phase, where it is essential for the initiation of replication^27–32^. In addition to DDK’s pivotal role in S phase, Dbf4 levels remain high until the metaphase-to-anaphase transition, and DDK is involved in processes like meiotic recombination^33,34^, chromosome segregation^35–38^, DNA double-strand break repair^39,40^ and blocking over-replication^41^. Unexpectedly, DDK was found to interact with ORC at early-replicating origins already in the G1 phase^42–44^. The biological significance of this interaction remains to be elucidated. In contrast to CDK, only a limited number of target proteins have been identified for DDK, which continues to make DDK a somewhat enigmatic kinase.

The objective of this study was to gain further insights into the biology of DDK by elucidating DDK-dependent phosphorylation in nuclear processes. To this end, we developed a two-pronged mass spectrometry-based screening pipeline by inhibiting DDK function in vivo via two independent methods, followed by the enrichment of nuclear fractions and the analysis of the nuclear phospho-proteomes. A total of approximately 400 DDK-dependent phosphorylation targets were identified, mainly in chromatin-associated proteins.

Among these DDK target sites, we identified two phosphorylation sites within an unstructured region of the Arp8 subunit of the INO80 chromatin remodelling complex. INO80 localises to replication origins in vivo^45–47^, and we previously identified a critical INO80 function in establishing nucleosome arrays at replication origins^4^. This led us to wonder whether DDK-dependent Arp8 phosphorylation might regulate this INO80 function. Indeed, conversion of the two serine residues in Arp8 to alanine, where we identified DDK-dependent phosphorylation, showed a pronounced structural rearrangement of important modules of INO80 and reduced ATP hydrolysis by INO80. In line with our hypothesis, DDK-mediated phosphorylation of Arp8 was essential for positioning nucleosomes correctly at replication origins, thereby stimulating replication in vitro. Together with the biochemical findings, in vivo data demonstrated that the loss of Arp8 phosphorylation resulted in a replication defect and a severe growth phenotype under replication stress conditions.

Collectively, our findings indicated that DDK not only regulates known factors of replication initiation, but also factors that regulate chromatin architecture at replication origins. This highlights that the origin function has to be viewed as an interplay of classical replication machinery as well as chromatin factors. To the best of our knowledge, our data provide evidence of the regulation of a classical nucleosome-spacing remodeler by cell-cycle machinery. The chromatin-related role of DDK is mediated by a mechanism that “finetunes” precise nucleosome positioning through the action of a remodeler with nucleosome spacing activity. We propose a model whereby this mechanism may contribute to the replication timing programme and the maintenance of genome integrity.

## Results

### The nuclear phosphoproteome of DDK targets

The objective of this study was to expand our knowledge about DDK-dependent phosphorylation of proteins using a global proteomics approach, i.e., comparison of phosphopeptide enrichment in the presence and absence of DDK function in vivo. A comparable approach was recently published, in which DDK-dependent phosphoproteomes were identified in M-phase-arrested budding yeast cells^39^. As our primary interest was in chromatin processes during replication, we focused on phosphoproteomes of nuclear fractions from S-phase cells.

We considered various methods for interfering with DDK function. DDK is essential in yeast, so we employed the temperature-sensitive allele *cdc7-4*^48^ for ad hoc ablation of Cdc7 activity, the kinase subunit of DDK, upon shift from the permissive (25 °C) to the restrictive temperature (37 °C) (Fig. 1a). DDK-dependent phosphorylation will be reduced or even absent upon ablation of the kinase at the restrictive temperature. However, the temperature upshift will also induce the heat shock response, which may confound results.

**Fig. 1:**
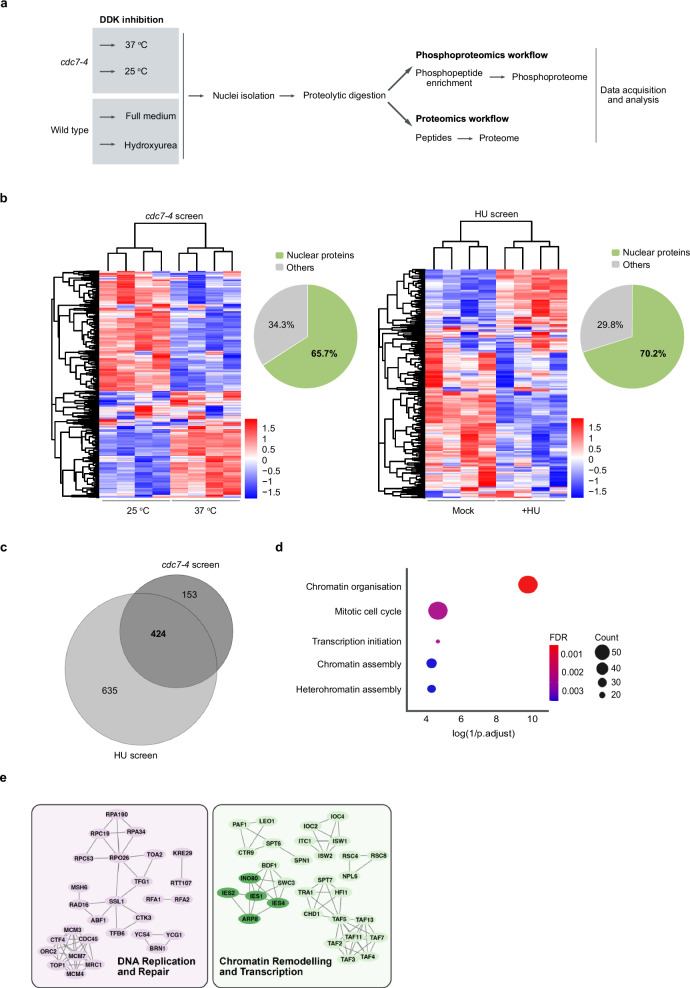
The nuclear DDK-dependent phosphoproteome. **a** Schematic representation of the proteomic workflow to determine the DDK-dependent phosphoproteome. **b** Heatmaps showing the clustering of top 500 variable phosphosites in the *cdc7-4* (left map) and Hydroxyurea (HU) screens (right map), respectively. Each column of the heatmap is a replicate of the corresponding condition (25 or 37 °C; Plus (HU) or minus HU (Mock). *Insets*: Pie charts showing nuclear enrichment of the phosphoproteins in the respective screens. The temperature screen shows an enrichment of 65.7%, whereas the HU screen shows 70.2% enrichment. *N* = 4 (for each condition). **c** Venn-diagram showing the overlap of parent proteins of all downregulated phosphosites in the 37 ^o^C and HU fraction of the *cdc7-4* and HU screens. The comparative analysis was performed on all the down-regulated sites along with the exclusive sites. Sites were considered exclusive to a condition (e.g., permissive temperature or no HU treatment) when the perturbed condition (e.g., restrictive temperature or HU treatment) had the same sites detected in none or just 1 replicate. **d** GO term analysis using the corresponding proteins of the 424 overlapping phosphosites. Plots for the top 5 most significant biological processes that are over-represented in the overlapping phosphosite dataset are shown here. The plot was generated using the R package ‘ggplot’. **e** Shown are all bona fide nuclear proteins that show DDK-dependent phosphorylation in both screens and have at least one high-confidence interactor. Grouping was done manually. Subunits of the INO80 complex are highlighted in dark green.

Therefore, we considered an alternative DDK inactivation approach. The comparison of two orthogonal DDK-affected datasets helps to define a “high-confidence” DDK-dependent phosphoproteome. It is known that phosphorylation of the MCM complex by DDK is inhibited by activation of the DNA replication checkpoint. An active checkpoint results in the binding of DDK by the checkpoint kinase Rad53 (mammalian CHK1), which phosphorylates DDK and thereby inhibits DDK binding to the MCM complex^49–52^. This prevents MCM phosphorylation and subsequent origin firing under replication stress. As we were primarily interested in DDK targets that were phosphorylated under similar conditions as the MCM complex, we reasoned that triggering the DNA replication checkpoint should inhibit the phosphorylation of such DDK targets, too. Cells were treated with the replication drug hydroxyurea (HU), which decreases dNTP pools and thus causes replication stress. Of note, both the incubation of the *cdc7-4* mutant^53^ as well as treatment with HU led to cell cycle arrest, in contrast to control conditions at the permissive temperature or without HU, respectively. This may also cause side effects to bear in mind.

We conducted a phosphoproteome analysis of nuclear extracts (Fig. 1a) from *cdc7-4* cells under permissive or restrictive conditions (Fig. 1b, left panel) and from cells that were either treated or not treated with HU (Fig. 1b, right panel). As anticipated, differential phosphorylation was observed for both DDK ablation approaches, consistent with the pivotal role of phosphorylation in regulating the cell cycle. Both DDK inhibition approaches as well as the phosphoproteomics pipeline were validated by the observed decrease of phosphorylation at the known DDK-dependent phospho-sites in the Mcm4 and Mcm6 subunits (Supplementary Fig. 1). DDK inhibition also affected other subunits of MCM (Supplementary Fig. 1). The biological consequences of this remain to be determined.

In order to reliably identify other DDK-dependent phosphorylation sites, we focused on the 424 targets that were enriched in both conditions with active DDK kinase (overlap in Venn diagram in Fig. 1c). A Gene Ontology (GO) analysis of these 424 DDK-dependent targets revealed chromatin organisation as the most significant process regulated by DDK in vivo (Fig. 1d). A network analysis of all bona fide nuclear proteins that showed a significant increase in phosphorylation at the permissive temperature or without HU revealed several large complexes involved in DNA replication and transcription (Fig. 1e and Supplementary Fig. 2). As we recently demonstrated that the INO80 complex plays a pivotal role in establishing regular spacing of nucleosomes around replication origins^4^, we were intrigued by numerous INO80 components being phosphorylated when DDK was active (Fig. 1e). However, the experimental setup could not distinguish between sites that were directly phosphorylated by DDK versus sites that were phosphorylated by a downstream kinase or indirect consequences of the cell cycle arrest.

### The Arp8 subunit of INO80 is a bona fide DDK target

We observed that the purified INO80 complex and DDK interact physically, which provides evidence that the INO80 complex is a DDK target (Supplementary Fig. 3a). To validate which INO80 subunit was a direct DDK substrate, we then conducted an in vitro kinase assay with purified INO80 complex and DDK. In a pilot experiment, we used the assay to phosphorylate DDK’s known target: the MCM complex. The Mcm4 and Mcm6 subunits, both of which are confirmed major DDK targets^32,49,54–56^, were clearly phosphorylated by DDK in vitro (Supplementary Fig. 3b). The other subunits were not phosphorylated, demonstrating the specificity of our assay. INO80 contains 15 subunits and numerous serine and threonine residues. Only one subunit with approximately the size of the Arp8 subunit (Fig. 2a) was significantly phosphorylated by DDK in vitro (Fig. 2b, c and d). Serine 65 and 233 in Arp8 were phosphorylated by DDK in our phosphoproteome datasets (Figs. 1, 2a). We mutated these serine residues to alanine and purified the resulting complex (INO80-AA, Fig. 2a and b). These mutations did not modify the subunit stoichiometry of INO80-AA compared to INO80 (Fig. 2b). However, these mutations did strongly reduce the ability of DDK to phosphorylate Arp8 in the complex (Fig. 2c, d). This validated serine 65 and 233 in the Arp8 subunit of INO80 as direct targets of DDK.

**Fig. 2:**
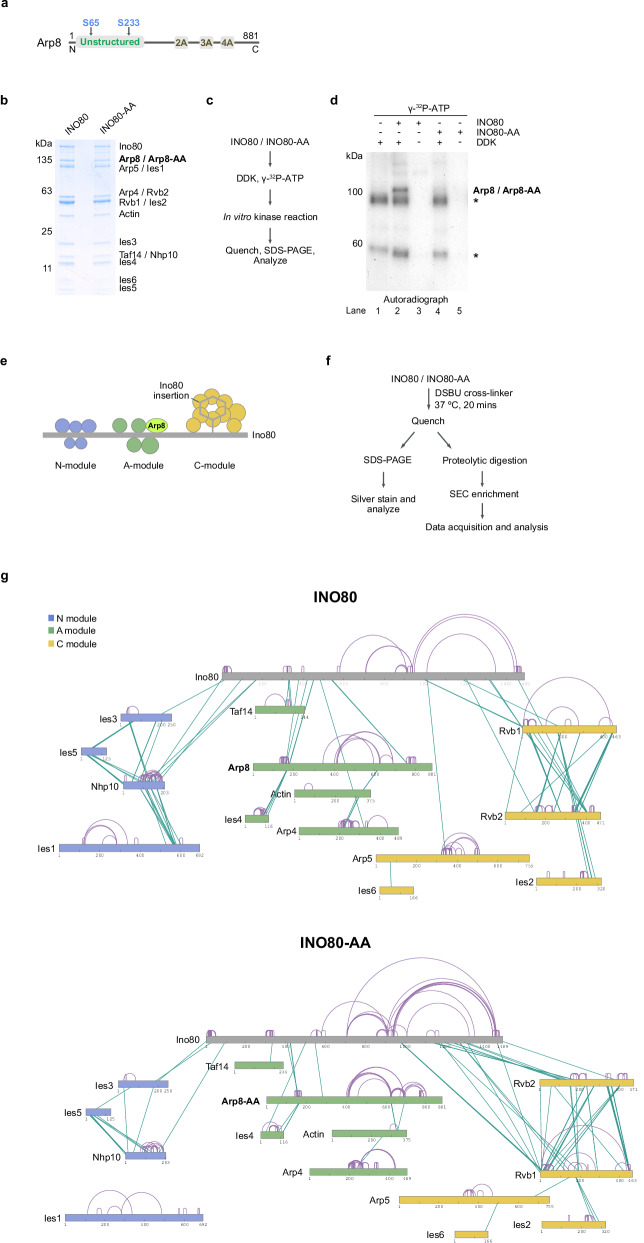
The Arp8 subunit of the INO80 complex is a bona-fide substrate of DDK. **a** omain organisation of the Arp8 Subunit of the INO80 complex. Highlighted is the unstructured region and the two identified DDK-dependent phosphorylation sites, serine 65 and serine 233. 2A, 3 A and 4 A represent non-actin folds. **b** SDS-PAGE analysis of purified INO80 wild type and INO80-AA mutant complexes. *N* = 5 correspond to biological replicates. **c** Reaction scheme for the in vitro kinase reaction using purified DDK, INO80 and INO80-AA complexes. **d** Incorporation of [^32^P]-γ-ATP into INO80 and INO80-AA by DDK was visualised by autoradiography after separation using SDS-PAGE. The presence of asterisks indicates the occurrence of auto-phosphorylation of DDK, as determined through a reaction with DDK alone (Lane 1). *N* = 2 correspond to independent biological replicates. **e** Schematic depicting the organisational structure of the INO80 complex’s subunits and submodules. The Arp8 subunit is highlighted. The Submodules “N” (NHP10 module), “A” (ARP8 module) and “C” (Core module) are colour coded in blue, green and yellow, respectively. **f** Outline of the cross-linking reactions using ureido-4,4´-dibutyric acid bis (hydroxysuccinimide) ester (DSBU) crosslinker with purified INO80 and INO80-AA complexes. **g** Crosslink network map of INO80 and INO80-AA complexes. Different subunits and modules of INO80 are colour-coded in accordance with (E). Inter cross-links are represented in green, and intra cross-links are represented in purple within the complex. *N* = 2 (see also supplementary data Fig. 3). Source data are provided as a Source Data file.

### Arp8 phosphorylation is important for intramolecular integrity of INO80

Next, we investigated the consequences of a loss of Arp8 phosphorylation by DDK. INO80 is an approximately 1 MDa chromatin remodeler of 15 subunits that are organised into three structural modules: the “N-module” (Nhp10/Ies1/Ies3/Ies5), “A-module” (Arp4/Arp8/Act1(actin)/Taf14/Ies4) and “C-module” (Rvb1/Rvb2/Arp5/Ies2/Ies6) (Fig. 2e)^57–59^. The Ino80 subunit carries the motor ATPase, which has ATP-dependent DNA tracking activity and pumps extranucleosomal DNA into the nucleosome core particle as part of the sliding mechanism^57^. The Ino80 subunit also serves as a scaffold for the assembly of all three modules. The function of the N-module, which is least conserved, is least understood but involved in INO80’s nucleosome spacing activity^60,61^. The A module, which contains Arp8, binds extranucleosomal DNA^58,62–67^ and likely regulates the motor ATPase Ino80 in the context of DNA length sensing. The unstructured region at the N-terminus of Arp8, encompassing serine 65 and 233 (Fig. 2a), is important for this function^62^ and involved in the nucleosome spacing activity of INO80 in vivo^68^.

As no differences were observed in the stoichiometric composition of INO80 compared to INO80-AA (Fig. 2b), we hypothesised that Arp8 phosphorylation may affect the conformational organisation of the complex. However, this unstructured N-terminal part of Arp8 was not amenable to resolution via cryo-electron microscopy^57^. Instead, we probed the subunit interaction topology of INO80 versus INO80-AA by cross-linking coupled to mass spectrometry, which offers a lower resolution compared to cryo-electron microscopy, but also informs on dynamic interactions of unstructured regions. We used a similar protocol as previously established for the INO80 complex^59^ (Fig. 2f), but titrated anew the optimal concentration of the MS2-cleavable DSBU crosslinker for both complexes (Supplementary Fig. 4a).

In accordance with previous work^59^, the three N-, A- and C-modules organised by the Ino80 scaffold were identified for INO80 (Fig. 2g). The N-module was crosslinked with the N-terminal part, the A-module with the middle part, and the C-module with the C-terminal part of Ino80. For the INO80-AA complex, the number of inter- and intracrosslinks was altered compared to INO80 (Fig. 2g). Most strikingly, the number of crosslinks between the N-module subunits and the N-terminal part of Ino80 was significantly reduced, and crosslinks between Ies1 and the rest of the N-module were virtually absent (Fig. 2g).

Cross-linking experiments are very sensitive to experimental conditions, including cross-linker concentrations and the quality of protein preparations. Therefore, we repeated the crosslinking experiments with an independent batch of purified INO80 complexes. Despite some variation in the crosslinking patterns, we reproduced a similar crosslinking pattern between the Ino80 scaffold and the N-, A- and C-modules (Supplementary Fig. 4b) and, most importantly, did reproduce the extreme change regarding the interactions between Ino80 and the N-module.

Collectively, a non-phosphorylated Arp8 subunit of INO80 correlated with a change in subunit topology, especially regarding the N-module.

### Arp8 phosphorylation stimulates INO80 ATPase and nucleosome sliding activity

As Arp8 phosphorylation affected the N-module and as the N-module has a role in nucleosome sliding by INO80, we tested how DDK-dependent phosphorylation of serines 65 and 233 affected ATP hydrolysis by the Ino80 motor ATPase and/or nucleosome sliding by INO80.

We employed an ATPase assay where ATP hydrolysis is coupled to the conversion of phosphoenolpyruvate to lactate. The concomitant turnover of NADH is followed photometrically and allows the calculation of ATP hydrolysis rates (Fig. 3a). The INO80-AA mutant complex showed a ~ 5-fold reduction in the ATP hydrolysis rates compared to the INO80 complex (Fig. 3b). ATP hydrolysis was strongly stimulated by DNA, as published^69^.

**Fig. 3:**
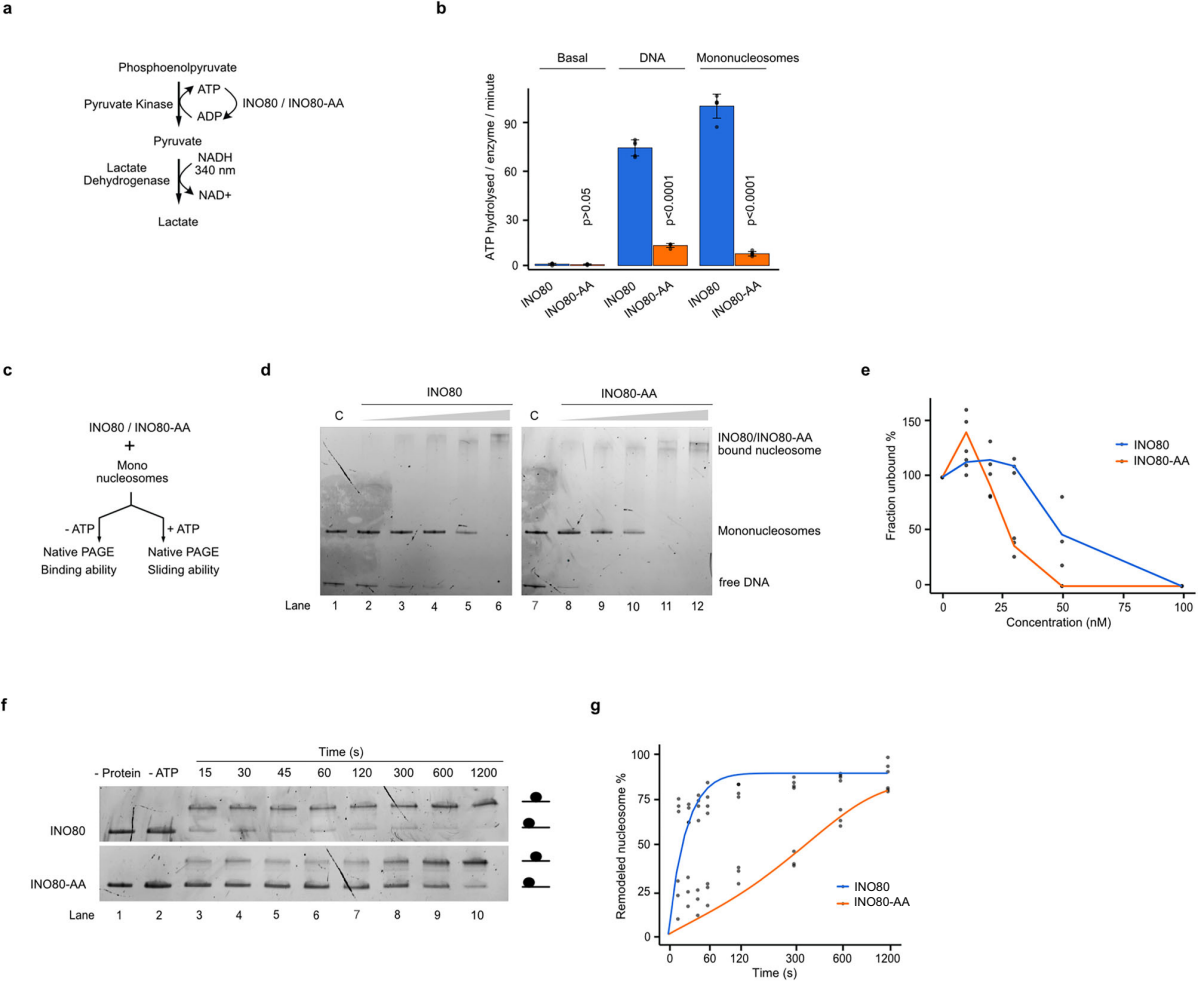
ATPase and mononucleosome-mobilisation experiments of INO80 wild type and INO80-AA mutant complexes. **a** Outline of the assay used to measure the ATP hydrolysis rates of the purified INO80 and INO80-AA complexes. **b** ATP hydrolysis rates of INO80 and INO80-AA complexes, both stimulated and unstimulated, in the presence of either naked DNA or mononucleosomes. The amount of ATP hydrolysed per enzyme per second was obtained by measuring the oxidation of NADH, which is used to regenerate ADP to ATP. The graph was plotted using standard mean and error, and *p*-values were obtained using two-tailed unpaired *t* test calculations. *p*-value corresponds to 4.76 × 10^−9^ and 3.81 × 10^−9^ for DNA and mononucleosomes, respectively. *N *= 5 correspond to biological replicates. **c** Outline of the assay to measure the binding of the INO80 and INO80-AA complexes to mononucleosomes, and their ability to mobilise them. **d** The binding of the INO80 and INO80-AA complexes to mononucleosomes was assessed using an electrophoretic mobility shift assay (EMSA) coupled with native polyacrylamide gel electrophoresis (PAGE). Binding was tested using purified complexes in the range 0–100 nM, as illustrated by the grey triangle at the top. Reaction C served as the control, containing only mononucleosomes. *N* = 3. **e** The unbound fractions (mononucleosomes) in (**b**) were quantified for all experiments and plotted against increasing remodeler concentrations. The results of the three experiments are presented as individual data points. **f** Analysis of the mobilisation of mononucleosomes by INO80 and INO80-AA complexes using native PAGE. *N* = 3. **g** The remodelling activity of the INO80 and INO80-AA complexes was assessed by quantifying the intensity of the bands corresponding to remodelled nucleosome species (i.e., bands with slower mobility in the gel). The fraction of remodelled nucleosomes was plotted over time, and the data were fitted to an exponential equation. The results of the three experiments are presented as individual data points. *N* = 3. Source data are provided as a Source Data file.

Given this dependence on DNA, the reduction in ATP hydrolysis rate of the INO80-AA mutant complex could have resulted from decreased DNA binding. To address this possibility, we assessed DNA binding by both complexes by a single-molecule DNA curtain approach^70^. Both complexes were fluorescently tagged via site-specific ybbR labelling and subsequently injected into flow cells, which contained lambda DNA molecules tethered to a lipid bilayer and aligned at nano-fabricated barriers (Supplementary Fig. 5a). The number of complexes bound to the DNA was counted using fluorescence microscopy. There was no significant difference between the INO80 and INO80-AA complexes in their binding to lambda DNA (Supplementary Fig. 5b, c). Thus, the decrease of ATPase activity in the absence of DDK-dependent phosphorylation of the Arp8 subunit was not due to impaired DNA binding.

For remodelers such as SWI/SNF, it is known that their ATPase activity is about equally stimulated by DNA or nucleosomes^69^. In contrast, INO80’s ATPase activity is more stimulated by nucleosomes than by DNA^58^. Accordingly, we also observed a stronger stimulation of ATPase activity with mononucleosomes compared to DNA for the wild-type INO80 complex (Fig. 3b). However, the ATPase activity of the INO80-AA mutant complex was less stimulated by mononucleosomes than by DNA and therefore even more - at least 9-fold - reduced compared to wild-type INO80 if incubated with mononucleosomes (Fig. 3b). Also, for the case of ATPase stimulation by mononucleosomes, we tested if the INO80-AA complex was affected in mononucleosome binding. For this, we could not employ the DNA curtain assay, but used electromobility shift assays (EMSA) with mononucleosomes assembled on 601 Widom nucleosome positioning sequences plus 80 bp linker DNA (0-N-80 mononucleosomes) and purified INO80 complexes without ATP (Fig. 3c). The appearance of slower migrating forms was indicative of INO80 complexes binding to mononucleosomes concomitant with the disappearance of the mononucleosome band (Fig. 3d). As the slower migrating high molecular forms were difficult to quantify, we measured only the intensities of the mononucleosomal bands. To our surprise, the INO80-AA mutant complex even showed increased binding affinity for nucleosomes compared to wild-type INO80 (Fig. 3d and e). This excludes that decreased ATP hydrolysis of the INO80-AA mutant complex was due to lower affinity to nucleosomes.

The decrease in ATP hydrolysis suggested that nucleosome sliding activity was compromised as well for the INO80-AA complex. We used a similar setup as for the EMSAs, but in the presence of ATP (Fig. 3c). The nucleosome spacing activity of INO80 corresponds to its ability to slide end-positioned mononucleosomes into the centre of the DNA fragment^71^, which is detected by an upshift of the nucleosome band in native polyacrylamide gel electrophoresis (PAGE; Fig. 3f).

For the INO80 wild type complex, we observed nucleosome mobilisation to be both enzyme- and ATP-dependent and mostly completed within two minutes (Fig. 3f and g). In contrast, the INO80-AA mutant complex showed much slower nucleosome sliding kinetics with near complete remodelling after ~ 20 minutes (Fig. 3f, g). Such slower remodelling kinetics were consistent with the decreased ATP hydrolysis rates and demonstrated a strong effect of DDK-dependent phosphorylation of Arp8 on ATP hydrolysis and nucleosome mobilisation by INO80.

### Arp8 phosphorylation affects nucleosome spacing activity of INO80 and replication in vitro

Our experiments with mononucleosomal substrates demonstrated the impact of Arp8 phosphorylation on INO80 function. However, mononucleosomes are far from the physiological situation of nucleosome arrays. Therefore, we turned to our genome-wide chromatin reconstitution approach. The approach we also used to study the role of nucleosome arrays as generated at replication origins by remodelers like INO80, ISW1a, ISW2 and Chd1 in combination with ORC^4^. Now we tested how DDK-dependent phosphorylation of Arp8 affected this nucleosome array generation at replication origins. Purified histones were assembled by salt gradient dialysis (SGD) into nucleosomes on a library of ca. 400 plasmids with on average 13 kb inserts that comprised ca. 300 budding yeast replication origins as previously described^4^ (Fig. 4a). The generation of nucleosome arrays at origins after incubation of this SGD chromatin with purified ORC and INO80 wild-type or INO80-AA mutant complexes in the presence of ATP was monitored by limited digestion with micrococcal nuclease (MNase), isolation of mononucleosomal DNA fragments and high-throughput sequencing (MNase-seq).

**Fig. 4:**
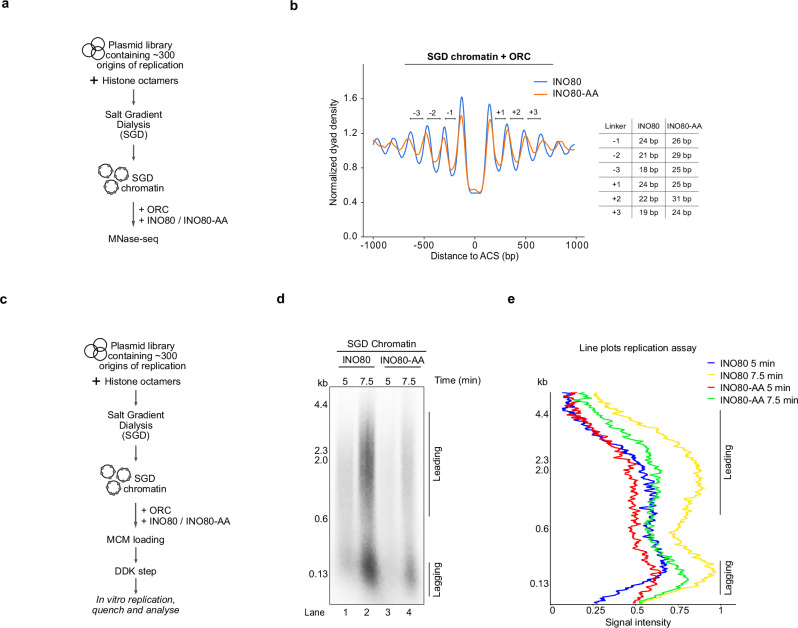
DDK-dependent phosphorylation is important for nucleosomal spacing activity of the INO80 complex and influences replication in vitro. **a** Outline of the genome-scale nucleosome reconstitution assay with purified INO80 and INO80-AA complexes to measure nucleosome spacing at origins of replication. **b** Composite plot illustrating representative in vitro MNase-seq data for SGD chromatin incubated with ORC plus either INO80 (blue) or INO80-AA (orange) complexes as described previously^4^. Approximately 300 replication origins are aligned to the ORC binding motif ACS (ARS (Autonomously Replicating Sequence) Consensus Sequence). The accompanying table presents the linker lengths of the first, second, and third linkers (DNA between nucleosomes) upstream and downstream of NFR (Nucleosome Free Region) generated by INO80 or INO80-AA complexes. *N* = 2. **c** Outline of the genome-scale chromatin replication assay to measure replication from chromatin assembled as in (**a** and **b**). **d** Genome-scale in vitro replication as in (**c**) of SGD chromatin assembled as in (**a** and **b**). Radiolabelled DNA products were separated in alkaline agarose gels and visualised using phosphorimaging. The leading and lagging strand replication products were visible because the assay did not include Okazaki fragment maturation factors. The figure shows a representative result of two independent replicates. *N* = 2. **e** Line plots of rchromatin eplication reactions as in (**d**). Line plots were generated using the FIJI version of ImageJ. Source data are provided as a Source Data file.

The MNase-seq data for the wild-type INO80 complex reproduced our previous results^4^. The combination of ORC and INO80 generated a nucleosome-free region (NFR) at ACS sites and bi-directional, phased arrays of regularly spaced nucleosomes (Fig. 4b). While the INO80-AA mutant complex generated an overall similar nucleosome organisation, there were still clear differences. The nucleosome positioning was less pronounced, i.e., the peak-to-trough ratios were dampened, and the linker lengths were on average longer (Fig. 4b).

Thus far, we based our conclusions about the role of DDK-dependent phosphorylation of serines 65 and 233 on the INO80-AA mutant, where these serines were replaced with alanine, barring phosphorylation. To address more directly whether DDK-dependent phosphorylation affected INO80 function, we dephosphorylated both the INO80 wild-type and INO80-AA mutant complexes by lambda phosphatase (Lambda PP). We then treated the complexes with DDK or not and re-purified the complexes (Supplementary Fig. 6a). Strikingly, the comparison of nucleosome positioning patterns generated by the INO80 wild-type complex treated or not with DDK (Supplementary Fig. 6b) re-capitulated the differences regarding the linker lengths between wild-type and mutant INO80-AA complexes, respectively (Fig. 4b). It should be noted that MNase-seq is very reliable with regard to nucleosome positions (peak positions), but less reliable and reproducible with regard to nucleosome occupancies (peak heights)^72,73^. Therefore, our conclusions are only based on comparisons of peak positions rather than relative peak heights.

In contrast, the nucleosome patterns generated by the INO80-AA mutant complex did not show much difference with or without DDK treatment.

Defects in nucleosome positioning when using the dephosphorylated INO80 complex may be due to altered nucleosome binding compared with the phosphorylated complex. We therefore tested the ability of the differentially phosphorylated INO80 complex to bind mononucleosomes using EMSAs. The results revealed similar nucleosome binding for both the unphosphorylated and phosphorylated INO80 complexes (Supplementary Fig. 6c, d). These findings support our hypothesis that DDK phosphorylation plays a direct role in INO80-mediated nucleosome organisation rather than regulating its affinity to nucleosomes.

Previously, we demonstrated that precise nucleosome positioning at replication origins is essential for replication initiation^4^. We therefore investigated whether defects in nucleosomal architecture at replication origins, as observed with the INO80-AA mutant complex (Fig. 4b), might cause replication problems. We tested this using our genome-scale, in vitro chromatin replication system^4^ (Fig. 4c). Robust replication was observed when chromatin was assembled using the wild-type INO80 complex (Fig. 4d, lanes 1 and 2) but was significantly reduced when we used the INO80-AA mutant complex (Fig. 4d, lanes 3 and 4). Interestingly, the sizes of the leading strands were similar in both experiments, suggesting that replication initiation from a subpopulation of origins was defective (Fig. 4e).

Taken together, our biochemical assays provide direct evidence that DDK-dependent phosphorylation of the Arp8 subunit of INO80 is involved in its role in nucleosomal spacing. Furthermore, they suggested that this leads directly to defects in replication initiation, rather than elongation.

### DDK-dependent phosphorylation of INO80 is required for replication and during replication stress in vivo

As our biochemical experiments indicated an important role for DDK-dependent Arp8 phosphorylation in nucleosome sliding and generating the NFR-array organisation at replication origins, as well as for replication initiation, we proceeded to investigate the consequences of a loss of DDK-dependent phosphorylation of INO80 in vivo. We generated an *arp8-AA* allele and assayed nucleosome positioning around origins in vivo (Supplementary Fig. 7). The *arp8-AA* mutant showed weaker, but reproducible, dampening of array regularity compared to an isogenic *ARP8* strain than the respective differences in our in vitro assays (Fig. 4b). This may argue for some redundancy in vivo that we did not reconstitute in vitro. Despite the weak effects on nucleosome organisation around origins in vivo, we did observe a clear defect in replication for the *arp8-AA* mutant. The entry into S phase in synchronised cells after pheromone-mediated cell cycle arrest and release was delayed in the *arp8-AA* mutant compared to wild type (Fig. 5a). We observed an increased block in G1, where non-replicated DNA (1 C) remained at high levels for up to 50 minutes after release from α-factor, only decreasing after 60 minutes. As cells did not accumulate in S phase, we could not distinguish between elongation and initiation using this assay. Nevertheless, the data are consistent with our in vitro replication results, which showed that initiation, rather than elongation, was affected when chromatin was assembled with the INO80-AA mutant complex (Fig. 4c, d, e).

**Fig. 5:**
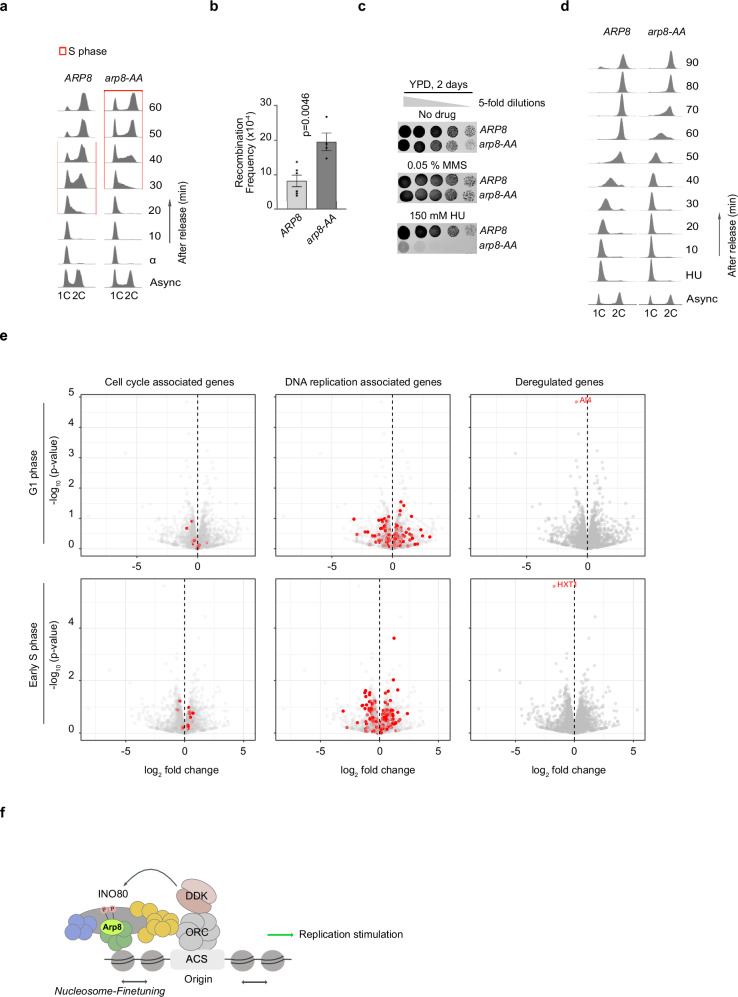
DDK-dependent phosphorylation of INO80 is important for efficient replication in vivo. **a** Flow cytometry profiles of *ARP8* versus *arp8-AA* cells before (async) and after synchronisation in G1 phase with α-factor (α) and release (time points after release are indicated to the right). 1 C and 2 C indicate the position of non-replicated and replicated DNA fluorescence signal, respectively. Time points with cells in S phase are marked with a red rectangle. *N* = 2. **b** Increase of recombination frequency in the *arp8-AA* mutant compared to *ARP8* WT. The graph is plotted with standard mean and error, and *p*-values was obtained by using a two-tailed unpaired *t* test calculation. *N* = 4 correspond to independent experiments. **c** Spot dilution growth assays (5-fold dilutions) with *ARP8* and *arp8-AA* strains. YPD: Yeast extract, Peptone, Dextrose (full medium); MMS: methyl methane sulphate and HU: hydroxyurea. *N* = 2. **d** Cell cycle analyses as in (**a**), comparing *ARP8* and *arp8-AA* cells released from an HU-induced S-phase block. 1 C and 2 C show the positions of the non-replicated and replicated DNA fluorescence signals, respectively. *N* = 3. **e** Volcano plots showing differential expression of the *arp8-AA* mutant versus *ARP8* wild type. Cells were treated as in (**a**), and samples representative of the G1 and early S phases were taken. The red dots represent genes involved in the cell cycle (left panel), replication (middle panel), or significantly deregulated genes (right panel). The log₂ fold change shows the extent to which gene expression is either upregulated or downregulated in *arp8-AA*. *N* = 2, *p*-values from DESeq2 (Wald test; negative binomial GLM, adjusted for replicate. Lists of cell cycle and replication genes can be found in Supplementary Data 1. Source data are provided as a Source Data file. **f** Model depicting the role of DDK activity at early replication origins, highlighting its function in finetuning INO80 activity through phosphorylation. See text for details.

Replication problems can lead to recombinogenic DNA damage. Indeed, we observed a twofold increase in levels of spontaneous homologous recombination for the *arp8-AA* mutant relative to wild-type, detected with a direct-repeat recombination assay (Fig. 5b). We next assayed the ability of the *arp8-AA* mutant to cope with different forms of replication stress. The *arp8-AA* mutant exhibited a minor growth phenotype compared to *ARP8* wild type on full media without any drug supplementation (Fig. 5c). A similar picture emerged when cells were grown on media with methyl methanesulfonate (MMS), which induces heat-sensitive DNA damage (Fig. 5c). In stark contrast, *arp8-AA* mutants were extremely sensitive to HU (Fig. 5c). We thus speculate that Arp8 phosphorylation is crucial for restarting replication after replisomes have stalled due to limited NTP pools (i.e., in the presence of HU). We therefore analysed how *arp8-AA* responded to acute exposure to HU (Fig. 5d). Following a 2 h exposure to HU, *arp8-AA* cells were able to restart replication when released from the HU block, albeit with a significant delay compared to the wild type. Whether this restart defect was due to elongation defects (from already initiated forks) or initiation cannot be discriminated by these experiments.

As INO80 is also involved in nucleosome positioning at promoters^74^, we asked whether DDK-dependent phosphorylation of INO80 affected transcription. In particular, we wondered if the replication defect phenotype in vivo may reflect indirect effects due to alterations in the expression of genes encoding cell cycle regulators (in particular those involved in G1 and S phase) or replication factors. We reasoned that, if transcription of genes involved in the G1 to S transition were affected in the *arp8-AA* mutant, this would only be visible at specific stages of the cell cycle. Consequently, we examined the transcriptome using RNA sequencing of synchronised cells released into the G1 phase and the early S phase (Fig. 5e). 

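RNA was isolated from *ARP8* wild-type cells and from *arp8-AA* cells, in which both serines of Arp8 with DDK-dependent phosphorylation are replaced by alanine, after release from an α-factor block. The sample labels give 10 and 20 min after release. These times were taken as G1 and early S from Fig. 5 and its legend, by the position of *ARP8* cells. The paper reports a delayed entry of *arp8-AA* cells into S phase, so the genotypes were matched by time and not necessarily by stage. Each genotype had 2 biological replicates at each time point, which gave 8 libraries. Ribosomal RNA was depleted and directional libraries were sequenced in paired-end mode. The authors pseudoaligned the reads to the transcripts of build R64 with kallisto at default parameters, a setting that does not use the strand of the reads. The authors deposited estimated counts per transcript, which need not be whole numbers, for 6612 transcripts. These were rounded to whole counts before testing. The *ARP8* libraries held 2477812 and 3233859 estimated counts in G1 and 4571748 and 2834041 in early S, each pair in the order of replicates 1 and 2. The *arp8-AA* libraries held 2365901 and 6016858 estimated counts in G1 and 2948550 and 3068431 in early S. Library sizes were scaled with TMM factors, and 5453 transcripts passed edgeR's filter on low counts. At each time point, *arp8-AA* was compared with *ARP8* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the replicate number as a block and all 8 libraries in one fit, so that the 4 groups shared one estimate of the spread. Transcripts with an adjusted p under 0.05 are referred to as called. The median standard error of a log2 fold change was 0.21 at both time points. Among 200 genes changed by a known amount in counts simulated from these libraries, a log2 fold change of 2 was called for 88 of 100 genes in G1 and 90 of 100 in early S, and a log2 fold change of 1 for 34 of 100 genes at both time points. The 200 simulated changes ease the Benjamini-Hochberg adjustment, so these shares overstate the power where few genes change. The *ARP8* transcript (YOR141C, chromosome XV of R64 from 589942 to 592587) reached 162 ± 28.1 CPM (counts scaled to a common library size with the TMM factors; SD, n = 2) in *ARP8* cells and 202 ± 8.99 (SD, n = 2) in *arp8-AA* cells in G1. In early S it reached 181 ± 4.36 (SD, n = 2) and 168 ± 53.7 (SD, n = 2). The alanine substitutions themselves are not visible in counts per transcript. As a control of the synchronisation, the 8 core histone genes were compared between G1 and early S. Their median rose by 1.18 on the log2 scale in *ARP8* cells and by 1.52 in *arp8-AA* cells. Over the alternative fits, the rise ranged from 0.64 to 2.05 in *ARP8* cells and from 1.51 to 1.72 in *arp8-AA* cells. Its size in *ARP8* cells thus depended on the fit, while its direction did not.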

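The cell cycle list of Supplementary Data 1 holds 749 genes and the replication list 154 genes, with 101 genes on both. Of these, 686 cell cycle genes and 153 replication genes passed the filter on low counts. In G1, 0 of the 686 cell cycle genes differed between *arp8-AA* and *ARP8* with an adjusted p under 0.05, while 11 had an unadjusted p under 0.05 and 0 were called when adjusted over the list alone. Of the 153 replication genes, 0 were called in G1, 1 had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. In G1, both lists thus fell short of the share of 0.05 expected without any change, so the test may be too strict there. In early S, 0 cell cycle genes were called, 53 had an unadjusted p under 0.05 and 0 were called when adjusted over the list alone. For the replication genes in early S the counts were 0, 12 and 0 in the same order. The cell cycle gene with the smallest p in G1 was *NIS1* (YNL078W, chromosome XIV of R64 from 479768 to 480991), with a log2 fold change of 0.93 (standard error 0.30, higher in 2 of 2 pairs, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *NIS1* the spread between replicates was as large as the difference between genotypes, with 16.6 ± 15.1 CPM (SD, n = 2) in *ARP8* and 33.2 ± 32.5 (SD, n = 2) in *arp8-AA* cells. In early S the smallest p among the cell cycle genes was that of *KDX1* (YKL161C, chromosome XI from 149386 to 150687), which encodes a putative protein kinase and had a log2 fold change of 1.17 (standard error 0.24, higher in 2 of 2 pairs, adjusted p = 0.659). Among the replication genes, *TAH11* (YJR046W, chromosome X from 522048 to 523862) had the smallest p in G1, with a log2 fold change of −0.43 (standard error 0.18, lower in 2 of 2 pairs, adjusted p = 0.999). In early S it was the mismatch repair gene *MSH6* (YDR097C, chromosome IV from 640109 to 643837), at 0.59 (standard error 0.20, higher in 2 of 2 pairs, adjusted p = 0.665). Taken as a set, the cell cycle genes had a median log2 fold change of −0.0015 in G1 (adjusted p = 0.825 from limma's camera with an inter-gene correlation of 0.01, adjusted over the 6 tests of both lists in the 3 comparisons of genotype) and 0.022 in early S (adjusted p = 0.881). The replication genes had medians of −0.010 (adjusted p = 0.581) and 0.013 (adjusted p = 0.881). The medians of all transcripts were −0.0038 in G1 and 0.023 in early S. With fry, or with an estimated correlation, the unadjusted p of these 4 sets lay between 0.701 and 0.968. Between G1 and early S, the cell cycle list itself had medians of −0.014 in *ARP8* cells and −0.013 in *arp8-AA* cells. Its unadjusted p from camera was 0.666 and 0.453. The median of this list thus did not register the progression of the cells, and it cannot exclude changes that go both ways. The alternative that moved these counts most was to fit each time point alone, which left 0 replication genes called at both time points and called 2 cell cycle genes in G1, *NIS1* at 0.96 (adjusted p = 0.0436) and *MSC1* (YML128C, chromosome XIII from 15135 to 16676) at 0.70 (adjusted p = 0.0408), each higher in 2 of 2 pairs. Over the alternatives set beforehand, the adjusted p ranged from 0.0436 to 1.00 for *NIS1* and from 0.0408 to 1.00 for *MSC1*, and each was called in 1 of 12.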

No significant disparities in the transcription of cell cycle or replication genes were observed at either stage. 

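In G1, 0 of the 5453 transcripts were called between *arp8-AA* and *ARP8*, and 157 had an unadjusted p under 0.05. These 157 are a smaller share than the 0.05 expected without any change. The joint fit may therefore be too strict in G1, and its 0 calls do not show that no transcript changed. In early S, 1 transcript was called and 396 had an unadjusted p under 0.05. The called transcript was *YRF1-6* (YNL339C, chromosome XIV of R64 from 371 to 6098), a subtelomeric Y′ element helicase gene with 100% of its 31-mers shared with other coding sequences, so that kallisto could have split its reads among near-identical copies. It reached 90.5 ± 34.9 CPM (SD, n = 2) in *ARP8* and 357 ± 220 (SD, n = 2) in *arp8-AA* cells in early S, with a log2 fold change of 1.90 (standard error 0.18, higher in 2 of 2 pairs, adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counted as 1 feature, the 8 *YRF1* genes together had a log2 fold change of 0.61 (adjusted p = 0.668, higher in 2 of 2 pairs). *AI4* (Q0065, mitochondrial genome from 13818 to 21935) encodes an endonuclease in an intron of *COX1* and shares 42.2% of its 31-mers with overlapping transcripts of that locus. In G1 it reached 588 ± 61.6 CPM (SD, n = 2) in *ARP8* and 319 ± 44.9 (SD, n = 2) in *arp8-AA* cells, a log2 fold change of −0.89 (standard error 0.16, lower in 2 of 2 pairs, adjusted p = 0.557, with none smaller in G1). *HXT1* (YHR094C, chromosome VIII from 290913 to 292625) encodes a hexose transporter and shares 9.57% of its 31-mers with other coding sequences. In early S it reached 155 ± 36.6 CPM (SD, n = 2) in *ARP8* and 48.0 ± 8.15 (SD, n = 2) in *arp8-AA* cells, a log2 fold change of −1.7 (standard error 0.26, lower in 2 of 2 pairs, adjusted p = 0.105). Whether *AI4* and *HXT1* were called depended on the fit and the test. With each time point fitted alone, 50 transcripts were called in G1 (33 higher and 17 lower in *arp8-AA*) and 2 in early S, *AI4* having an adjusted p of 0.00023 in G1 and *HXT1* one of 0.0209 in early S. With DESeq2 and the replicate as a covariate, 5 transcripts were called in G1 and 4 in early S, among them *AI4* in G1 (adjusted p = 0.0091) and *HXT1* in early S (adjusted p = 9.5e-06). The DESeq2 calls also include YHR218W in G1 and YLL067C in early S, with fitted log2 fold changes of −22.3 and −27.8 that counts of this depth cannot reach. Over the alternatives with a test, the adjusted p ranged from 0.00023 to 1.00 for *AI4* in G1, which was called in 3 of 11, and from 9.5e-06 to 0.998 for *HXT1* in early S, which was called in 3 of 13.

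**Figure D1:**
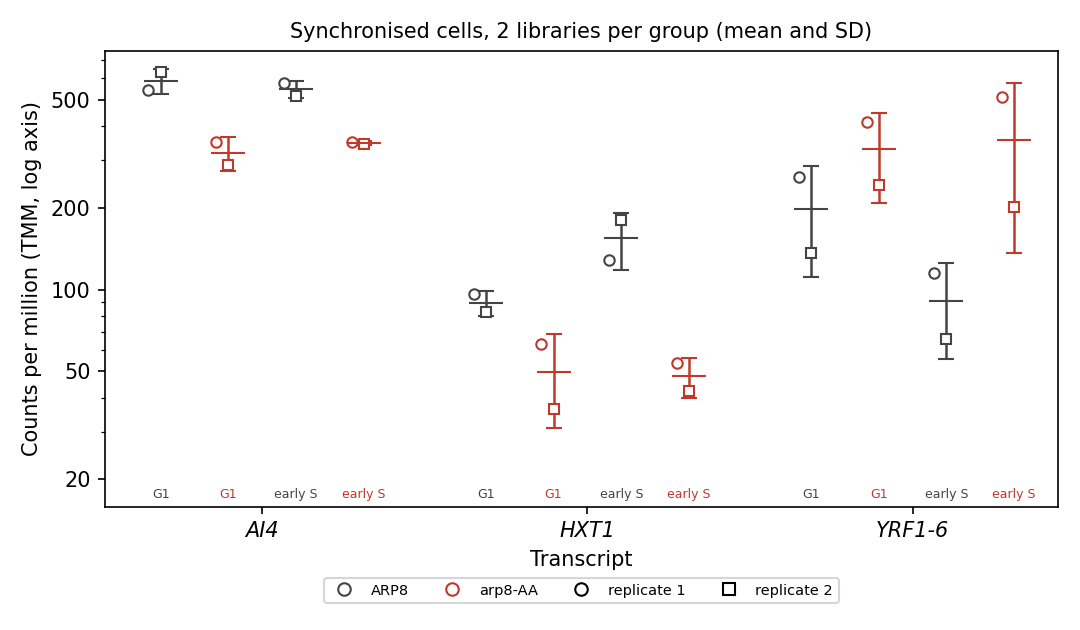
Levels of *AI4*, *HXT1* and *YRF1-6* in TMM-scaled CPM (log axis) in *ARP8* (grey) and *arp8-AA* (red) cells in G1 and early S, with circles and squares for replicates 1 and 2, horizontal lines for means and bars for SDs (n = 2). *AI4* and *HXT1* lie lower in both *arp8-AA* replicates at both time points, and *YRF1-6*, whose reads may be split among copies, lies higher in each *arp8-AA* replicate than in the *ARP8* replicate of the same number.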

The only two genes that were deregulated were metabolic genes, which were unlikely to cause a delay in the cell cycle. Thus, these analyses provide further support for our model, which proposes that replication defects in the *arp8-AA* mutant was caused by misaligned nucleosomes at replication origins rather than a failure in transcription regulation. 

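With both time points in one comparison, which gives 4 pairs of libraries, 5 transcripts were called and 382 had an unadjusted p under 0.05. The mitochondrial *COX1* intron transcripts *AI1* (Q0050, from 13818 to 16322 of the mitochondrial genome), *AI3* (Q0060, from 13818 to 19996) and *AI4* fell in 4 of 4 pairs, with log2 fold changes of −0.67, −0.76 and −0.77 and adjusted p of 0.0451, 0.0370 and 0.0397 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These transcripts overlap, and 5.62% of the 31-mers of *AI1* and 17.5% of those of *AI3* occur in other coding sequences. The proline permease gene *PUT4* (YOR348C, chromosome XV from 986899 to 988782) fell in 4 of 4 pairs, with a log2 fold change of −1.39 (adjusted p = 0.0452). Its effect was lower here than in the asynchronous cells described below, by a log2 difference of −2.14 (adjusted p = 0.797 from the same test). This difference exceeds the fall itself, so the fitted effect on *PUT4* in asynchronous cells was not a fall. *COS12* (YGL263W, chromosome VII from 2790 to 3932) rose in 4 of 4 pairs, with a log2 fold change of 1.51 (adjusted p = 0.0321). *PUT4* and *COS12* were singled out after their values were seen. In this comparison, 0 of the cell cycle genes and 0 of the replication genes were called, with 39 and 5 of them at an unadjusted p under 0.05. The effect of the genotype was not found to differ between G1 and early S, with 0 transcripts called in the test of the interaction and 116 at an unadjusted p under 0.05. These 116 are also a smaller share than the 0.05 expected without any change, so this test may be too strict as well. The paper expected an effect on genes of the transition from G1 to S to be visible only at specific stages. From the absence of significant changes among the cell cycle and replication genes at either stage, with only metabolic genes deregulated, the paper takes these data as further support for its model, which proposes misaligned nucleosomes at replication origins, and not a failure of transcription regulation, as the cause of the replication defects of *arp8-AA*.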

Analogous to our experiments with synchronous cells, we compared the transcriptomes of *ARP8* wild-type and *arp8-AA* strains grown asynchronously. Also here, no significant changes in the transcript levels of cell cycle or replication genes were observed (Supplementary Fig. 8). 

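The asynchronous comparison used 3 biological replicates of *ARP8* and 3 of *arp8-AA* cells, which were processed by the authors as the synchronised samples were and deposited as estimated counts of the same transcripts. The *ARP8* libraries held 1864995, 2225147 and 2047069 estimated counts and the *arp8-AA* libraries 2582840, 2021134 and 2347473. The 2 genotypes thus had similar depths, with medians of 2047069 and 2347473. These 6 libraries were fitted apart from the synchronised ones, since they belong to a separate experiment, with the same test, block and filter, which 5204 transcripts passed. The median standard error of a log2 fold change was 0.14. In counts simulated from these libraries, a log2 fold change of 2 was called for 100 of 100 genes and one of 1 for 79 of 98 genes, and 9 of the 188 calls were genes simulated without a change. Here too, the number of simulated changes eased the adjustment. The *ARP8* transcript reached 172 ± 20.4 CPM (SD, n = 3) in *ARP8* and 198 ± 16.5 (SD, n = 3) in *arp8-AA* cells, with a log2 fold change of 0.20 (standard error 0.10, higher in 3 of 3 pairs) and an adjusted p of 0.329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the auxotrophic markers, *URA3*, *LEU2* and *MET17* (also named *MET15*) had 0 counts in every library of both genotypes, including the synchronised ones, while *HIS3* and *LYS2* were expressed in all of them. Supplementary Table 1 and the deposited sample records list a *MET15* deletion for the *ARP8* strain but not for the *arp8-AA* strain, so the absence of *MET17* counts in the *arp8-AA* libraries is not accounted for by the listed genotype. Mitochondrially encoded transcripts took 1.61%, 1.64% and 1.50% of the counts of the *ARP8* libraries and 1.09%, 1.22% and 0.951% of those of the *arp8-AA* libraries.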

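Of the cell cycle genes, 649 passed the filter in asynchronous cells, of which 2 were called between *arp8-AA* and *ARP8*. An unadjusted p under 0.05 was found for 57 genes, and 0 were called when adjusted over the list alone. *WTM1* (YOR230W, chromosome XV of R64 from 770800 to 772113) encodes a transcriptional modulator and reached 456 ± 68.0 CPM (SD, n = 3) in *ARP8* and 634 ± 75.3 (SD, n = 3) in *arp8-AA* cells. Its log2 fold change was 0.48 (standard error 0.09, higher in 3 of 3 pairs, adjusted p = 0.0451 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HHT1* (YBR010W, chromosome II from 256331 to 256741), a histone H3 gene that shares 24.4% of its 31-mers with other coding sequences, fell from 1146 ± 74.6 (SD, n = 3) to 889 ± 64.8 CPM (SD, n = 3). Its log2 fold change was −0.37 (standard error 0.07, lower in 3 of 3 pairs, adjusted p = 0.0402). Over the alternatives, the adjusted p ranged from 0.0390 to 0.410 for *WTM1*, which was called in 7 of 14, and from 0.0332 to 0.384 for *HHT1*, which was called in 11 of 14. Of the 151 replication genes tested, 0 were called, 6 had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. The smallest p among them was that of the DNA helicase gene *RRM3* (YHR031C, chromosome VIII from 170799 to 172970), with a log2 fold change of −0.33 (standard error 0.13, lower in 3 of 3 pairs, adjusted p = 0.229). As sets, the cell cycle genes had a median log2 fold change of −0.020 (adjusted p = 0.581 from limma's camera) and the replication genes one of −0.025 (adjusted p = 0.581), against −0.0034 for all transcripts tested. For the cell cycle list, such a median can miss changes that go both ways. The count of called cell cycle genes moved most at the looser threshold of an adjusted p under 0.1, where it was 8, while no alternative called a replication gene.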

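Of the 5204 transcripts tested in asynchronous cells, 51 were called, 34 higher and 17 lower in *arp8-AA*, and 857 had an unadjusted p under 0.05. Of the called transcripts, 9 changed at least 2-fold and 9 were encoded in the mitochondrial genome. Over the alternatives this count ranged from 8, without the replicate block and without replicate 3, to 126 at an adjusted p under 0.1. Among the called transcripts were 13 of the 14 labelled in Fig. 5e or Supplementary Fig. 8. The exception was *HXT1*, with a log2 fold change of −0.22 (standard error 0.09, lower in 3 of 3 pairs, adjusted p = 0.265). *COX1* (Q0045, mitochondrial genome of R64 from 13818 to 26701), which encodes a subunit of cytochrome c oxidase, fell from 1871 ± 115 CPM (SD, n = 3) in *ARP8* to 981 ± 164 (SD, n = 3) in *arp8-AA* cells. Its log2 fold change was −0.94 (standard error 0.08, lower in 3 of 3 pairs, adjusted p = 0.00074 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 31-mers of *COX1*, 59.8% occur in the overlapping transcripts of its introns, and the 7 transcripts of the locus summed into 1 feature fell by 0.85 on the log2 scale. *COX3*, another mitochondrially encoded subunit gene, was chosen after its values were seen. It stayed at 605 ± 40.8 (SD, n = 3) against 608 ± 44.3 CPM (SD, n = 3), a difference within the spread between replicates (log2 fold change 0.0053, standard error 0.08, adjusted p = 0.979). Of the arginine pathway, *ARG1* (YOL058W, chromosome XV from 219211 to 220473) rose from 28.1 ± 0.716 (SD, n = 3) to 63.1 ± 2.70 CPM (SD, n = 3), with a log2 fold change of 1.16 (standard error 0.15, higher in 3 of 3 pairs, adjusted p = 0.0048). The tricarboxylic acid cycle genes *IDH2* (YOR136W) and *ACO1* (YLR304C) rose by 0.86 and 0.60, both with an adjusted p of 0.0190 and both in 3 of 3 pairs. *HXK1* (YFR053C), which encodes hexokinase 1, went from 116 ± 50.3 (SD, n = 3) to 257 ± 135 CPM (SD, n = 3), a log2 fold change of 1.12 (standard error 0.13, higher in 3 of 3 pairs, adjusted p = 0.0045). The groups of *HXK1* overlap, and the call rests on the pairing of the replicates, without which its adjusted p was 0.431. Over the alternatives its adjusted p ranged from 1.0e-06 to 0.431 and it was called in 13 of 14. *DCD1* (YHR144C, chromosome VIII from 387788 to 388726), which encodes deoxycytidine monophosphate deaminase, had the largest fold change of the called transcripts, at −2.14 (standard error 0.30, lower in 3 of 3 pairs, adjusted p = 0.0093). It rests on low counts, between 47 and 68 per library in *ARP8* and between 10 and 22 in *arp8-AA* cells, and without replicate 2 its adjusted p was 0.0559, the highest of a range from 0.0055 over the 13 alternatives with a test. *EGO4* (YNR034W-A, chromosome XIV from 692561 to 692857) had the largest rise of the called transcripts, at 1.69 (standard error 0.27, higher in 3 of 3 pairs, adjusted p = 0.0190).

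**Figure D2:**
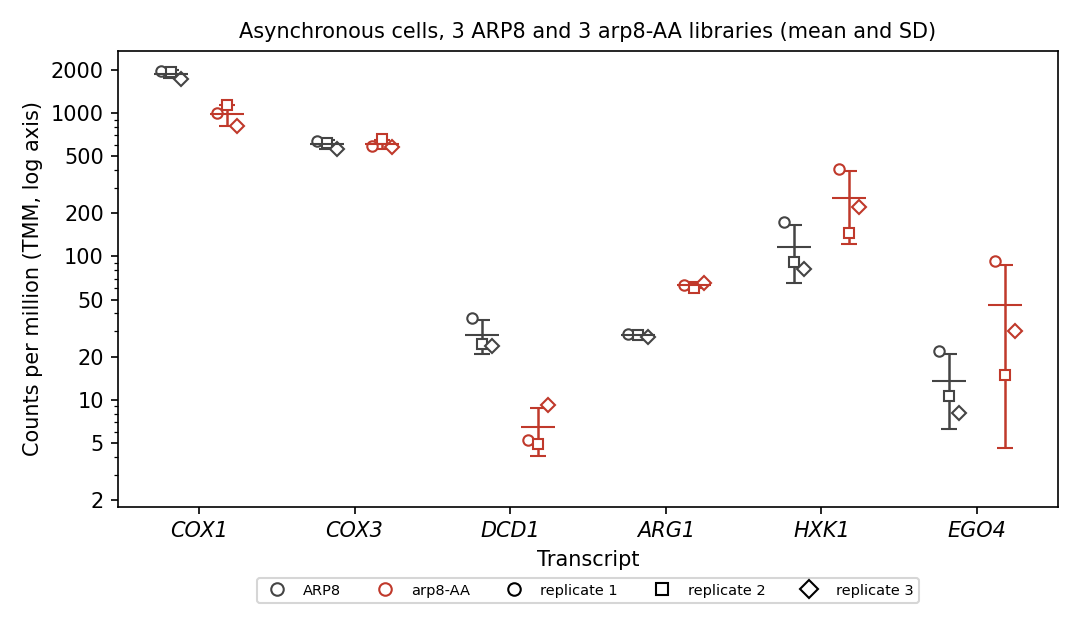
Levels of *COX1*, *COX3*, *DCD1*, *ARG1*, *HXK1* and *EGO4* in TMM-scaled CPM (log axis) in 3 *ARP8* (grey) and 3 *arp8-AA* (red) libraries of asynchronous cells, with circles, squares and diamonds for replicates 1, 2 and 3, horizontal lines for means and bars for SDs. *COX1* and *DCD1* lie lower and *ARG1* higher in each *arp8-AA* library than in each *ARP8* library, *COX3* is level, and the groups of *HXK1* and *EGO4* overlap while each gene rises in 3 of 3 pairs.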

More generally, the group of deregulated genes was relatively small and mainly involved genes involved in metabolism (Supplementary Fig. 8). It is noteworthy that this group comprised genes previously identified in a screen for transcriptionally deregulated genes under replication stress conditions^75^ (Supplementary Fig. 8). This suggested again that the *arp8-AA* mutant experienced replication stress.

In conclusion, the combined results of our DDK-dependent phosphoproteome screens yielded approximately 400 phosphorylation targets with high confidence. Among these targets, we identified and validated serine 65 and 233 of the Arp8 subunit of the INO80 chromatin remodeler. Biochemical and in vivo assays demonstrated a role of DDK-dependent phosphorylation of Arp8 in regulating the nucleosome organising activity of INO80 at replication origins. Lack of DDK-dependent phosphorylation of Arp8 delayed replication and compromised survival under conditions of replication stress.

## Discussion

This study presents a comprehensive phosphoproteome of DDK targets in the budding yeast nucleus. A key feature of our approach was cross-validation by two independent methods to impair DDK activity (Fig. 1a). Each method had its own advantages and disadvantages. For instance, the elimination of DDK activity by a temperature-sensitive allele avoids side effects from chemicals such as kinase inhibitors. However, both the permissive and the restrictive temperature employed in the screen are not optimal for yeast. At 37 °C, heat shock-associated phosphorylation may lead to false positives, while at 25 °C, some phosphorylation that would occur at the optimal growth temperature of 30 °C may be underrepresented. Indeed, our observations indicated that serine 65 in Arp8 was particularly abundant at 30 °C. For the HU screen, the activation of checkpoint kinases addresses the temperature issue, but checkpoint kinases such as Rad53, in addition to influencing DDK binding to DDK targets, are likely to give rise to DDK-independent changes in phosphoproteomes. Consequently, a two-pronged approach as employed here is required to identify DDK targets with a high degree of confidence.

Of all identified DDK-targets, we focused on the Arp8 subunit of INO80. Follow-up studies with multiple independent assays, both in vitro and in vivo, delineated a role for DDK-dependent phosphorylation of INO80 in nucleosome remodelling and generating the proper nucleosome organisation at replication origins. This had profound consequences for the initiation and duration of replication and for the survival of cells upon replication stress. Nucleosome architecture at replication origins is established during the G1 phase, prior to replication initiation^4,76^. Our data are consistent with the otherwise unexplained finding that DDK interacts with ORC at replication origins already in the G1 phase^42,44^. DDK is recruited to early-firing origins during the G1 phase by the forkhead transcription factors Fkh1 and Fkh2^43^. This interaction was crucial for origin function, possibly by competitive recruitment of replication factors from a limited pool. Our data now introduce a further layer of complexity, as we demonstrated that DDK not only targets classical replication factors, but also a chromatin remodeler with nucleosome spacing activity and that this influences replication efficiency (Fig. 5f). Our in vitro replication results (Fig. 4c, d, e) suggest that replication initiation, rather than elongation, is affected by impaired DDK-dependent phosphorylation of Arp8. Further work is needed to reveal which subpopulation of origins responds to this mechanism in our purified, reconstituted system. It will be interesting to determine the extent to which nucleosome positioning contributes to the firing of an origin early, and the extent to which other chromatin features, such as histone modifications or 3D organisation, play a role. While this remains to be proven, we cautiously speculate that the replication timing programme is finetuned not only at the level of competition between replication origins for the early or late recruitment of replication factors, but also at the level of the early or late establishment of nucleosome organisation at origins conducive to the initiation of replication. Pioneering studies already identified a stimulatory role for remodelers with nucleosome spacing activity, like INO80 or ISW2, in replication in vivo^77,78^. However, the underlying mechanisms remained obscure. More recent biochemical reconstitution studies demonstrated that the proper spacing of nucleosomes was crucial for the process^2,4,79^. The observation that early origins exhibited better-positioned nucleosomes compared to late origins is perfectly consistent with our model^76^. The precise influence of arrays of well-positioned nucleosomes on DNA-templated processes such as transcription or replication remains unknown. It was suggested that closely packed nucleosomes in irregular arrays may impede transcription^80^. The same may be true for replication. There is already evidence that DNA polymerase passage is sensitive to nucleosome positioning, as the lengths of lagging strands appear to correlate with nucleosome positioning^81^. This suggests that regular arrays may play a crucial role in precisely coordinating lagging and leading strand synthesis when replisomes initiate, and nucleosome array regularity may even be more important for replication than for transcription. In accordance with this hypothesis, the *arp8-AA* mutant, in which nucleosome positioning at origins was altered, showed replication defects (Figs. 4 and 5), but minimal changes in transcription (Supplementary Fig. 8).

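Of the 51 transcripts called in asynchronous cells, all 51 were tested in the comparison that combined both synchronised time points. There, 48 of them changed in the same direction, 32 did so with an unadjusted p under 0.05, and 3 were called. These 3 were *AI1*, *AI3* and *AI4*, overlapping transcripts of the *COX1* locus. With that locus summed, only *COS12* was called over both time points, and *COS12* was not called in asynchronous cells. Of all transcripts tested in both experiments, 56.0% changed in the same direction. The 2 experiments have no library in common. In both, however, all *ARP8* libraries come from the same strain and all *arp8-AA* libraries from another. Agreement between the experiments therefore cannot tell the alanine substitutions from other differences between these strains. The difference between them in the effect of the genotype was tested for 5493 transcripts, of which 0 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 334 had an unadjusted p under 0.05. The paper sets these minimal changes in transcription beside the replication defects of *arp8-AA* and proposes, as a hypothesis, that the regularity of nucleosome arrays may matter even more for replication than for transcription.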

As discussed above, our data suggest that the INO80 complex and its DDK-dependent phosphorylation play a role in replication initiation rather than elongation. We speculate that the primary function of ATP-dependent chromatin remodelers, such as INO80, is at replication origins, where they generate regularly spaced nucleosomes in conjunction with ORC^4^. These nucleosome patterns are crucial for replication initiation^4^. Once the replisome has escaped the origins, remodelers may become less important, with histone chaperones such as FACT/Nhp6 becoming more important for efficient replication through chromatin^2^.

Most intriguingly, the INO80/DDK mechanism appears to play a crucial role in restarting the replication fork following exposure to HU (Fig. 5d). We further speculate that regular, spaced nucleosomal arrays may be formed by an unknown mechanism at stalled replication forks, and that this may be a prerequisite for restarting stalled forks. Previous studies have shown that *arp8* deletion mutants are equally sensitive to MMS and HU^62,82^. In contrast to our work, these studies used *arp8* deletion mutants, which represent a very different scenario. It is possible that the phosphorylation of Arp8 is important for restarting replication after fork stalling when pools of deoxynucleotide triphosphates (dNTPs) are limited (i.e., following treatment with HU), but not when replication stalls due to DNA alkylation (i.e., following treatment with methyl methanesulfonate (MMS)). Further research is required to clarify this intriguing difference. In contrast to core replication factors, which are solely involved in replication, chromatin factors are involved in all DNA-templated processes, including transcription. Our here reported discovery that cell cycle kinases not only target core replication factors, but also chromatin factors involved in replication^39,83,84^, may provide an explanation for the question of how chromatin factors are involved in one DNA-templated process or the other. For our case of the INO80 chromatin remodeler, phosphorylation of Arp8 by DDK may make INO80 “replication competent”. The precise mechanism for this remains unclear. Maybe Arp8 phosphorylation is instrumental for the interaction of INO80 with the barrier complex ORC at replication origins^4^, while the interaction with other barrier proteins, like Abf1 or Reb1, which cooperate with INO80 in generating phased nucleosome arrays at gene promoters^74^, does not depend on Arp8 phosphorylation.

Collectively, our findings demonstrate that DDK not only activates core replication factors but also plays a pivotal role in establishing the nucleosomal landscape at replication origins by targeting the nucleosome spacing remodeler INO80 (Fig. 5f). This provides further insight into the role of DDK at replication origins during G1 phase. We propose that the accurate organisation of nucleosomes is a key factor in replication initiation and may therefore contribute to the replication timing programme. The prevailing view of nucleosomes is no longer limited to their role as obstacles that must be overcome; rather, their proper organisation is now regarded as the gatekeeper of physiological DNA-templated processes, including replication.

## Methods

### Strains and oligos

Yeast strains in this study were generated using standard genetic techniques. The strains were originated from the S288c genetic background. For the generation of INO80 expression strain, a 3X-FLAG was chromosomally inserted at the C-terminus of Ino80 in the indicated strains using pBP83 as a template. All the oligonucleotides were synthetised from Merck. F and R stand for forward and reverse primers, respectively.

Lists of strains and primers used in this study can be found in the Supplementary Information.

### Protein expression and purification

The DDK and ORC complex were expressed and purified as previously described^2,4^. INO80 expression and purification: The INO80 complex was expressed and purified as previously described before with modifications^2,85–89^. The INO80 complex was endogenously expressed, and cells were grown in 16 litres YPD for 24 hours at 30 ^o^C. Cells were collected by centrifugation (6000 x *g*, 10 mins, 4 ^o^C) and pellet was resuspended in an equal volume of 2X lysis buffer with protease inhibitors 0.2 mM PMSF, 1 µM pepstatin A, 1 µg/ml aprotinin, and 2 µM leupeptin. 1X lysis buffer is 25 mM HEPES-KOH pH 7.6, 500 mM KCl, 10% glycerol, 0.05% NP-40, 1 mM EDTA, 1 mM DTT, 4 mM MgCl_2_. Cells were frozen in liquid nitrogen in a dropwise manner, and the frozen cells were crushed using a Freezer Mill (SPEX SamplePrep 6875 Freezer/Mill) (6 cycles for 2 min, crushing rate 15). To purify INO80, the frozen cell powder was thawed, resuspended in the 50 ml 1X lysis buffer with protease inhibitors. The insoluble material was cleared by ultracentrifugation ((235,000 x g, 1 h, 4 ^o^C). The supernatant was incubated with 1.5 ml pre-washed anti-FLAG M2 affinity gel resin in a batch for 1 h at 4 ^o^C. This was transferred into a disposable column, washed with 4 Column volume (CV) of lysis buffer and 1 CV of wash buffer (25 mM Tris-HCl pH 7.2, 200 mM KCl, 10% glycerol, 0.05% NP-40, 1 mM EDTA, 1 mM DTT, 4 mM MgCl_2_). INO80 was eluted by 1 ml of the same buffer with 0.5 mg/ml 3xFLAG peptide, followed by 2 X 1 ml of buffer with 0.25 mg/ml 3xFLAG peptide. Eluted fractions were analysed by SDS-PAGE, pooled, and further purified with a Mono Q 5/50 GL column using a 15 CV gradient from 100 mM to 600 mM KCl (25 mM Tris-HCl pH 7.2, 5% glycerol, 0.05% NP-40, 1 mM EDTA, 1 mM DTT, 4 mM MgCl_2_). The fractions were analysed by SDS-PAGE, pooled, concentrated using a Vivaspin 20. The Concentrated protein was then dialysed for 1.5 h in buffer containing 25 mM Tris-HCl, pH 7.2, 600 mM NaCl, 40% glycerol, 1 mM EDTA and 1 mM DTT.

For cross-linking mass spectroscopy, the purified protein was equilibrated in 25 mM HEPES-NaOH, pH 7.2, 300 mM NaCl, 5% glycerol, 1 mM DTT, 4 mM MgCl_2_ using an Amicon Ultra Centrifugal Filter (3 kDa MWCO) for five times.

INO80-AA expression and purification: INO80-AA was purified using yPB5, which contains two point mutations and 3X-FLAG at the C-terminus of the Ino80 subunit. For the protein expression, the INO80 complex was endogenously expressed, and cells were grown in 24 litres YPD for 24 h at 30 ^o^C, collected, processed and purified similar to INO80.

To dephosphorylate INO80 and INO80-AA, purified complexes were treated with Lambda phosphatase at a concentration of 5 µL per ml protein sample for a period of 2 h at 16 °C. This was followed by the addition of alkaline phosphatase at a concentration of 5 µL per 1 ml of protein sample for a period of 6 h at 4 °C. The phosphatases were then removed by rebinding the complexes to FLAG resin and washing them as described above. The complexes were either treated or not treated with DDK and ATP on the beads for one hour at 16 °C. DDK was removed by washing as described above. Subsequently, the complexes were eluted, and the FLAG peptide was removed by MonoQ purification.

### Cell cycle arrest and release

Cells were grown at 30 °C in YPD to OD 600 nm = 0.2–0.5 (OD was measured in a Thermo Scientific GENESYS 20 spectrophotometer). For G1 arrest, cells were treated with alpha-factor – 10 mg/ml stock concentration and 10 µg/ml working concentration- for 120 mins in total. A second dose of alpha-factor was added after 60 mins. For Hydroxyurea arrest, cells were treated with 200 mM Hydroxyurea for 120 minutes. In both cases, cells were then washed with pre-warmed YPD twice and released into fresh pre-warmed YPD to resume the cell cycle. Samples for FACS analyses and mass spectrometry were taken at the indicated time points and processed according to standard protocols.

### Flow cytometry

Cell cycle arrest and release samples were collected as described above. For flow cytometry, samples were processed as described previously^90^. Briefly, yeast cells were harvested by centrifugation, resuspended in 50 mM Tris-HCl, pH 8.0 / 70% ethanol and stored at 4 ^o^C for minimum one hour for permeabilisation and fixation. Cells were then washed once with 50 mM Tris-HCl, pH 8.0 and treated with 200 μg RNase A; diluted in 10 mM Tris-HCl, pH 7.5, 10 mM MgCl_2)_ for at least 4 h at 37 °C, and subsequently treated with 400 μg Proteinase K (diluted in 10 mM Tris-HCl, pH 7.5) for 30 min at 50 °C. Cells were later resuspended in 50 mM Tris-HCl, pH 8.0, sonicated and diluted 1:20 with 50 mM Tris-HCl, pH 8.0, containing 0.5 μM SYTOX Green and measured with a MACSquant Analyser Flow Cytometer (Milteny Biotec).

### In vitro DDK kinase reactions

15 nM of WT INO80 and mutants or 15 nM MCM complex, were incubated with 5 nM DDK in buffer containing 100 mM potassium-glutamate, 25 mM HEPES-KOH pH 7.6, 10 mM Mg(OAc)_2_, 0.02% NP-40, 1 mM DTT, 10 mM ATP and 5 mCi ^32^P-g-ATP for 30 mins at 30 ^o^C. Proteins were then separated on SDS-PAGE, gel were dried, exposed with Super RX Medical X-Ray Film and autoradiograph was developed using a Typhoon scanner phospho imager (GE Healthcare).

### Co-IP experiments

100 nM INO80 nd 150 nM DDK were incubated in buffer containing 100 mM potassium-glutamate, 25 mM HEPES-KOH pH 7.6, 10 mM Mg(OAc)_2_, 0.02% NP-40, 1 mM DTT, 10 mM ATP for 1 h and then transferred onto pre-washed calmodulin affinity resin (Agilent) in batch at room temperature in the presence of 2 mM CaCl_2_. While binding to beads, reactions were rotated at room temperature and then washed with the same buffe and 2 mM CaCl_2_. Proteins were eluted with buffer containing 3 mM EGTA without CaCl_2_. Supernatants were analysed by immuno-blotting. Antibodies for immunoblots were anti-FLAG M2 peroxidase (Sigma, F 3165; dilution 1: 5000) and anti- CBP (Sigma, 04-932; dilution 1:1000).

### Genetic analysis of recombination

Recombination frequencies were calculated by transforming the yeast strains with the pRS316-L plasmid containing two truncated repeats of the *LEU2* gene sharing 600 bp of homology and placed on a mono-copy *CEN-*based plasmid^91^. Recombinants were obtained by plating appropriate dilutions in SC media lacking leucine and uracil. To calculate total number of cells, they were plated in the same media supplemented with leucine. All plates were grown for 3–7 days at 30 °C. For each transformant, the median value of six independent colonies was obtained. The mean and SEM of at least three independent experiments performed with independent transformants was plotted.

### Spot dilution assay

Cells were grown overnight to near saturation, and OD 600 nm was measured in technical replicates after 1:10 dilutions in water. Cells were diluted to OD 600 nm = 1.0 in 250 µl water, and 5-fold dilutions were generated. Seven microliters of the dilutions were spotted on YPD plates and YPD plates supplemented with the desired drug as necessary. Plates were incubated at 30 ° C for 2 days.

### Transcriptome analysis

For experiments with synchronised cells, strains were grown and treated as above (see “Cell cycle arrest and release”). Otherwise, cells were generally grown overnight to OD 600 nm = 0.8–1.0 in 10 ml YPD complete media. The next day, cells were reinoculated in 100 ml fresh YPAD media at 0.1 OD. At OD 600 nm = 0.4 cells were collected by centrifugation at 4500 x *g*, 10 mins, 4 ^o^C, the pellets were washed once with cold distilled water, flash frozen in liquid nitrogen and stored at − 80 °C.

For the extraction of total RNA, pellets were resuspended in 1 ml QIAzol Lysis Reagent and mixed with 250 µl of zirconia beads. Cells were lysed using the Precellys 24 homogeniser (Bertin) for 3  × 30 sec with 5 min rest in between on ice, followed by centrifugation at 12000 x *g*, 10 min, 4 ^o^C. To the cleared lysate, 200 µl chloroform was added and mixed by brief vortexing for 15 sec. Samples were incubated at room temperature (RT) for 10 min followed by centrifugation at 12000 x g, 10 min at 4 ^o^C. The aqueous phase was extracted by adding 500 µl chloroform followed by brief vortexing and centrifuged at 12000 x *g* for 10 min at 4 ^o^C. To the aqueous phase, 500 µl isopropanol was added for 15 min at 4 ^o^C and pelleted by centrifugation at 12000 x *g*, 10 min, 4 ^o^C to precipitate RNA. The RNA pellets were washed two times with 1 ml of 75% ethanol. The RNA pellet was dissolved in 150 µl RNase-free water for 30 min at 55 ^o^C and quantified photometrically with DeNovix Spectrophotometer. For each sample, 10 µg RNA was treated with 10 units recombinant DNase I for 1 h at 37 °C, purified with Agencourt RNAClean XP beads and quantified photometrically with DeNovix Spectrophotometer.

Library preparation and sequencing: For each sample, 1 µg DNaseI-treated RNA was used for rRNA depletion and library preparation. Ribosomal RNA was depleted using the *S. cerevisiae* - specific riboPOOL kit according to the manufacturer’s protocol. rRNA-depleted RNA was purified with Agencourt RNAClean XP beads and analysed on the 4150 TapeStation System using a High Sensitivity RNA Screen Tape. Of the rRNA-depleted samples, directional libraries were prepared using the Next Ultra II Directional RNA Library Prep Kit for Illumina in accordance to the recommended protocol. The quality of the libraries was assessed on 4150 TapeStation System using a High Sensitivity D1000 Screen Tape. Libraries were sequenced on an Illumina NextSeq 2000 instrument in paired-end mode.

Data analysis: Sequencing reads were pseudoaligned to the yeast transcriptome (Ensembl build R64, annotation version 108) using kallisto (version 0.48) using default parameters. Data was further processed in R/bioconductor. Differential expression was tested with DESeq2(version 1.36.0) using the experimental batch as a random factor.

### Nuclei isolation

Yeast nuclei were isolated as described previously with modifications^92^. Yeast cells were grown overnight to OD 600 nm = 0.4 – 0.6 in 200 or 500 ml YPD complete media. Cells were harvested by centrifugation at 4500 x *g*, 10 min, 4 ^o^C and the pellets were washed once with cold distilled water. The weight for washed pellet (wet weight) was determined and resuspended in 2 x wet weight of preincubation solution containing 0.7 M β -mercaptoethanol and 2.8 mM EDTA pH 8.0. Cells were shaken for 25 − 30 mins at 30 ^o^C, then washed with 40 ml of cold 1 M sorbitol, and finally the pellet was resuspended 5 ml buffer (5 mM β -mercaptoethanol in 1 M sorbitol) per gm wet weight of the pellet. OD 600 nm of resuspended pellet was determined using a 1:100 dilution in water. To digest the cell wall (spheroblasting), Zymolyase was freshly dissolved in water and was then added to the resuspended pellet. 2 mg Zymolyase was added per gram of wet weight and incubated at 3 ^o^C for 20 − 30 min. The cell wall was digested until the absorbance at 600 nm was decreased to 80 − 90% of the starting OD when the digestion was considered to be complete. Spheroblasts were harvested by centrifugation (2500 x *g,* 5 min, 4 ^o^C), washed one time with 40 ml cold 1 M sorbitol and resuspended in a Ficoll buffer (18% Ficoll type 400, 20 mM KH_2_PO_4_ pH 6.8, 1 mM MgCl_2_, 0.25 mM EGTA pH 8.0, 0.25 mM EDTA pH 8.0). 7 ml of the Ficoll buffer was added per gram weight of cells. Lastly, nuclei were aliquoted to the desired wet weight (0.5 or 1 g) and centrifuged at 12000 x g, 30 mins, 4 ^o^C. The nuclei pellets were frozen in a dry ice/ethanol bath and were stored at − 80 ^o^C until further processing.

### Nuclei processing for mass spectrometry

Mass spectrometry samples for label-free phospho proteome and whole proteome analysis were processed following a published protocol^93^. All solutions were prepared with mass spectrometry-grade reagents. Briefly, thawed nuclei were first washed with 100 mM Tris-HCl, pH 8.5 to remove phosphate buffer residues. Chilled lysis buffer containing 4% Sodium deoxycholate and 100 mM Tris-HCl pH 8.5 was added such that the total volume is about 600 μl. The lysates were heat inactivated at 95 ^o^C for 5 mins and then homogenised by bath-sonication using Biorupter Pico at 4 ^o^C (two times 10 cycles each of 30 sec on and 30 sec off at maximum output power). The cleared lysates were collected in a new eppendorf tube by centrifugation and protein concentration was determined using the Bicinchoninic acid (BCA) protein assay kit. All samples were diluted to a final concentration of 300 μg in 270 μl of lysis buffer. Reduction/alkylation buffer containing 100 mM Tris(2-carboxyethyl) phosphine hydrochloride (TCEP) and 400 mM of 2-chloroacetamide (CAM) was added at a 1:10 ratio of the total volume (30 μl) and incubated for 5 mins, 45 ^o^C with shaking at 1500 rpm. At room temperature, using 1:100 enzyme to substrate ratio, 3 μg each of Lys-C and trypsin was added to each 300 μg sample and digested overnight at 37 ^o^C with shaking at 1500 rpm.

The next day, the digested peptides were separated such that 2/3^rd^ of the sample was processed for phospho proteome and 1/3^rd^ was processed for whole proteome. Stage tips were prepared as described earlier^94^.

For the phospho proteome, phospho peptides were enriched by TiO_2_ based enrichment and eluted using C8 material on C8 stage tips. Collected phopsho peptides were desalted and eluted using SDB-RPS (Styroldivinylbenzol Reversed Phase Sulfonat) material on SDB-RPS stage tip. The eluate was evaporated under vacuum to dryness at 45 ^o^C. Phospho peptides were then reconstituted in 10 μl of MS loading buffer containing 0.3% Trifluoroactetic acid (TFA) and 2% Acetonitrile (ACN).

For the whole proteome, 1/3^rd^ of the digested peptides were dissolved with 200 μl isopropanol and 1% TFA. Peptides were desalted and eluted using by SDB-RPS material on the SDB-RPS stage tip. The eluate was evaporated under vacuum to dryness at 45 ^o^C and peptides were reconstituted in 15 μl of MS loading buffer.

### Mass spectrometric measurements and data analysis

#### LC-MS measurements

For LC-MS purposes, desalted peptides were injected in an Ultimate 3000 RSLCnano system (Thermo Scientific) and separated in a 25-cm analytical column (75 µm ID, 1.6 µm C18, IonOpticks) with a 50 min gradient from 2 to 35% or 60 min gradient from 2 to 32% ACN in 0.1% formic acid for proteome and phosphoproteome analysis, respectively.

Phospho proteome: The effluent from the HPLC was directly electrosprayed into an Orbitrap Exploris-480 (Thermo Scientific) operated in data-dependent mode to automatically switch between full scan MS and MS/MS acquisition. Survey full scan MS spectra (from m/z 350–1400) were acquired with resolution *R *= 60,000 at 400 m/z (AGC target of 3 × 10^6^). The 15 most intense peptide ions with charge states between 2 and 5 were sequentially isolated to a target value of 2 × 10^5^, fragmented at 30% normalised collision energy and acquired with resolution R = 15,000. Typical mass spectrometric conditions were: spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 275 °C; ion selection threshold, 5 × 10^3^ counts. For phosphopeptides, MS2 resolution was increased to R = 30,000 and the ion selection threshold to 3 × 10^4^ counts.

Whole proteome: Eluting peptides were ionised in a nanoESI source and on-line detected on a QExactive HF mass spectrometer (Thermo Fisher Scientific). The mass spectrometer was operated in a TOP10 method in positive ionisation mode, detecting eluting peptide ions in the m/z range from 375 to 1600 and performing MS/MS analysis of up to 10 precursor ions. Peptide ion masses were acquired at a resolution of 60,000 (at 200 m/z). High-energy collision-induced dissociation (HCD) MS/MS spectra were acquired at a resolution of 15,000 (at 200 m/z). All mass spectra were internally calibrated to lock masses from ambient siloxanes. Precursors were selected based on their intensity from all signals with a charge state from 2 + to 5 + , isolated in a 2 m/z window and fragmented using a normalised collision energy of 27%. To prevent repeated fragmentation of the same peptide ion, dynamic exclusion was set to 20 s.

### Database search

MaxQuant search parameters: For phospho proteome identification, the MaxQuant 2.0.3.0 software package was used. Parent ion and fragment mass tolerances were 8 ppm and 0.5 Da, respectively, and allowance for two missed cleavages was made. The Yeast canonical protein database from UniProt (*Saccharomyces cerevisiae* (strain ATCC 204508 / S288c)), filtered to retain only the reviewed entries were used for the searches. Regular MaxQuant conditions were the following: site FDR, 0.01; protein FDR, 0.05; minimum peptide length, 6; variable modifications, oxidation (M); phospho (STY); fixed modifications, carbamidomethyl (C); peptides for protein quantitation, razor and unique; minimum peptides, 2; minimum ratio count, 2. Proteins were validated on the basis of at least one unique peptide detected in the proteome of all four replicates or in at least two of the four replicates.

For whole proteome identification, MaxQuant search parameters were identical except for the variable modifications, which were oxidation (M); acetyl (protein N-term); acetyl (K); dimethyl (KR); methyl (KR).

### Data analysis

The phospho-proteomics data was analysed using an R-script developed in-house. Differential and quantitative analysis was performed using phospho-sites with a 75% or higher probability of occurrence (according to MaxQuant output). Phospho-sites and proteins that were present in at least 75% of the replicates were considered for the downstream analysis. Intensity based absolute quantification (iBAQ) values were used to quantify the abundance of phospho-sites and compare it in different conditions. Differential expression analysis at the whole and phospho proteome level was carried out using the DEP package. Briefly, after filtering for all the experimental and analytical contaminants, missing values were imputed by the Bayesian principal component analysis (BPCA) method, followed by limma statistical analysis^95^ using a *p*-value cut-off of 0.05. The phospho-site abundances were normalised to the total protein abundance of the respective proteins.

GO term analysis: GO term analysis for the corresponding proteins of the overlapping phosphosites within the DDK active fractions of sc7-4 and Hydroxyurea screens were performed in ImShot^96^ using the following parameters: *p*-value cutoff – 0.05, p-value adjustment – Benjamini-Hochberg (BH), Database: org.Sc.sgd.db, Redundancy removed, Minimal and maximal size of genes – 1 and 500, respectively.

### Cross-linking mass spectrometry

Firstly, the equilibrated purified protein was titrated against different DSBU cross-linker concentrations to determine the optimal cross-linking concentration for each protein. The INO80 complex (1 µg in total of INO80 or INO80-AA) was cross-linked for 20 min at 30 ^o^C on a thermomixer at 1200 rpm. The cross-linked product was separated on SDS-PAGE followed by silver staining. The optimal INO80 concentration was determined be 25 µg and 15 µg at 1200 rpm, 20 min, 30 ^o^C. The optimal DSBU cross-linker concentration for INO80 was 58 µM and for the INO80-AA was 100 µM.

The reaction with optimal protein and cross-liner concentration was performed at 1200 rpm, 20 min, 30 ^o^C. The reaction was quenched by adding ammonium bicarbonate to a final concentration of 100 mM and incubated for 10 min at 30 °C, subsequently followed by protein denaturation, alkylation, and tryptic digest. Cross-linked samples were denatured by adding two sample volumes of 8 M urea, reduced with 5 mM Tris (2-carboxyethyl) phosphine (TCEP) and alkylated by the addition of 10 mM iodoacetamide (IAM) for 40 min at RT in the dark. Proteins were digested with 0.5 μg Lys-C at 35 °C for 2 hr, diluted with 50 mM ammonium bicarbonate, and digested with trypsin 0.5 μg overnight. Peptides were acidified with 1% trifluoroacetic acid (TFA) and purified by reversed phase chromatography using C18 material (Empore) on C18 stage tips. Further, cross-linked peptides were enriched on a Superdex Peptide PC 3.2/30 column using water/acetonitrile/TFA (75/25/0.1) as mobile phase at a flow rate of 50 μl/min. Fractions containing cross-linked peptides were analysed by liquid chromatography (Dionex 3000, Thermo Fisher Scientific) coupled to tandem mass spectrometry (LC-MS/MS) using a TimsTOF Pro instrument (Bruker Daltonics).

### LC-MS Analysis of enriched cross-linked peptides

Cross-linked peptides were injected and separated on a PepSep column (25 cm, inner diameter 150 µm, Bruker Daltonics) by an online reversed-phase chromatography with a 50 min gradient from 3 to 43 % of Buffer B containing 100% ACN, 0.1% formic acid) at a flow rate of 300 nl/min. Eluting peptides were directly sprayed through the CSI source into the TimsTOF Pro. Each sample was measured in three independent technical replicates. The mass spectrometric measurement was performed in data-dependent acquisition mode with a top 10 method. The same settings were applied as described^97^. As a template the standard DDA-PASEF MS Method provided by Bruker Daltonics was used. Only precursor ions of + 3 to + 8 charge (in case for DSBU + 2 to + 8 charge) were selected for fragmentation scan. Raw data files were searched against the MaxQuant software package (version 2.0.2.0). The following changes have been applied for the MaxQuant search: Enzyme specificity set to trypsin with a maximum number of missed cleavages 3; DSBU specificity linking (K, S, T, Y); fixed modifications carbamidomethyl (C); variable modifications, oxidation (M). PSM FDR crosslink set to 5%. Inter- and Intra-Crosslinks were filtered by applying an MS1 tolerance window of − 3 to 3 ppm and a score ≥ 60^98^. Cross-links were visualised as network plots using the webserver xiNET^99^.

### Salt gradient dialysis (SGD) chromatin

Chromatin in this study was assembled using salt gradient dialysis (SGD) as previously described^4^. Briefly, a yeast origin plasmid library containing ~ 300 ARS (OriDB) sequences was generated from the *S. cerevisiae* genomic library. Selected plasmids contained an origin of replication at least 1000 bp away from the border of the plasmid backbone and yeast genomic insert. Using SGD, 10 µg of origin plasmid library DNA was combined with Drosophila embryo histone in 100 µl SGD buffer containing 10 mM Tris–HCl pH 7.6, 2 M NaCl, 1 mM EDTA pH 8, 20 µg BSA, 0.05% Igepal to a saturated assembly degree. Samples were placed in Slide-ALyzer devices in 300 ml high salt buffer containing 10 mM Tris–HCl pH 7.6, 2 M NaCl, 1 mM EDTA pH 8, 0.05% Igepal, 14.3 mM β-mercaptoethanol). This was dialysed in 3 L of low salt buffer containing 10 mM Tris–HCl pH 7.6, 50 mM NaCl, 1 mM EDTA pH 8, 0.05% NP-40, 1.4 mM β-mercaptoethanol using a peristaltic pump at 7.5 rpm, 30 ^o^C for 16 h. Chromatin was then dialysed for 1 h with 1 L low salt buffer at 30 ^o^ C and stored at 4 ^o^ C.

### Reconstitution and Purification of mono nucleosomes

Windom 601 DNA with 80 base pair extranucleosomal DNA in the 0N80 orientation was used the nucleosome reconstitution as previously described^58^. The DNA fragment of 227 base pair was amplified using Polymerase Chain reaction (PCR), the PCR product was purified using anion exchange chromatography and dialysed in water overnight before being concentrated under vacuum. The purified DNA was then combined with 1.1 fold excess of Drosophila embryo histone in 100 µl SGD buffer containing 25 mM Tris–HCl pH 7.5, 2 M NaCl, 0.25 mM DTT. Samples were placed in Slide-ALyzer devices in 300 ml high salt buffer containing 25 mM Tris–HCl pH 7.5, 2 M NaCl, 0.25 mM DTT. This was dialysed in 3 L of low salt buffer containing 25 mM Tris–HCl pH 7.5, 50 mM NaCl, 0.25 mM DTT using peristaltic pump at 7.5 rpm, 30 ^o^C for 16 h. Mono nucleosomes was then dialysed for 1 h with 1 L low salt buffer at 30 ^o^C. Mono nucleosomes were subsequently purified through anion exchange chromatography using a ResourceQ 1 ml column. Fractions containing nucleosomes were pooled, dialysed to 25 mM Tris–HCl pH 7.5, 50 mM NaCl, 0.25 mM DTT, concentrated and stored at 4 °C.

### Nucleosome mobilisation assay

To monitor the sliding activity of INO80 and INO80-AA, 0N80 nucleosomes with 5′-fluorescein - labelled extranucleosomal DNA were used as described previously^58^. Briefly, 0N80 mononucleosomes (300 nM) were incubated with 30 nM INO80 or INO80-AA in a sliding buffer containing 25 mM HEPES (pH 7.5), 60 mM KCl, 7% glycerol, 0.10 mg/ml bovine serum albumin (BSA), 0.25 mM DTT, and 2 mM MgCl₂ at 25 °C. The sliding reaction was initiated by adding 1 mM ATP and terminated at various time points (15, 30, 45, 60, 120, 300, 600, and 1200 s) by adding 0.2 mg/ml Lambda DNA. Nucleosome species were then separated through native polyacrylamide gel electrophoresis (PAGE) on a 3–12% acrylamide bis-tris gel and visualised using a ChemiDoc imaging system (Bio-Rad). All experiments were performed in triplicate. Gel band quantification was conducted using Image Lab, and the fraction of remodelled bands was plotted as a percentage against reaction time. The data followed a saturation curve and were fitted using an exponential equation in R.

### Electrophoretic mobility shift assay (EMSA)

0N80 mononucleosomes were prepared as described above. 0N80 mononucleosomes were labelled at the 5’end of their extranucleosomal DNA with fluorescein. 300 nM of 0N80 was incubated with increasing concentrations (0 nM, 10 nM, 20 nM, 30 nM, 50 nM and 100 nM) of INO80 and INO80-AA on ice for 30 mins in a buffer containing 25 mM HEPES (pH 7.5), 60 mM KCl, 7% glycerol, 0.25 mM DTT, and 2 mM CaCl₂. Samples were analysed by native PAGE on a 3–12% acrylamide bis-tris gel and visualised using a ChemiDoc imaging system (Bio-Rad). All experiments were performed in triplicates.

### Single molecule DNA Curtains

DNA curtain experiments were carried out as described previously^70^ on a prism-type TIRF microscope (Nikon Eclipse Ti2), equipped with three illumination lasers (488, 561 and 640 nm Coherent OBIS), an electron multiplying charged coupled camera (iXon Life, Andor) and a syringe-pump-driven microfluidics system supplying the sample chamber. Custom-made flow cells were assembled from silica-fused slides grafted with chromium barriers produced via E-beam lithography and cover slips with a double-sided tape.

Generation of λ-DNA constructs for DNA curtains: λ-DNA ends were tagged with either biotin or digoxigenin containing oligonucleotides by hybridisation and ligation to cos sites and purified on a HiPrep 16 / 60 Sephacryl S-300 HR column in buffer containing. 10 mM Tris–HCl pH 7.5, 1 mM EDTA and 150 mM NaCl.

Flowcell preparation: Lipid Master Mix was prepared as previously described^70^ with modifications. Briefly,100 mg DOPC dissolved in 1 ml chloroform and 1 ml DOPE-PEG and 50 μl DOPE-biotin were mixed and stored at − 20 °C. 100 μl Master Mix was dried using nitrogen gun and applying vacuum for 1–2 hours which is then resolved in 2 ml lipid buffer (10 mM Tris pH 7.5, 200 mM NaCl, 20 mM MgCl2). Lipids were sonicated for 5 cycles with 1 min on and 1 min off with 20% amplitude, filtered through 0.22 μm PVDF filters and stored at 4 ^◦^C up to 3 – 4 weeks for subsequent use. Lipids were diluted 1:10 in lipid buffer, and flow cells were incubated three times for 10 min with 200 μl diluted lipids. Following the wash with lipid buffer, flow cells were incubated with 5 μl streptavidin in 1 ml BSA buffer (20 mM HEPES, pH 8.0, 1 mg / ml BSA, 1 mM Mg(OAc)_2_). After this, 0.3 pM λ-DNA in BSA buffer was added in four steps with 5 min incubation each time. Single-molecule measurements were performed in INO80 buffer (20 mM HEPES pH 8.0, 1 mg/ml BSA, 4 mM Mg(OAc)_2_, 80 mM potassium glutamate, 1 mM ATP, 1 mM DTT). Videos were recorded in NIS Elements (Nikon) and analysed in Igor Pro 8 using custom written code.

DNA curtains binding with INO80-LD555 and INO80-AA-LD555: Labelled INO80 was injected into the flowcell and flushed over the DNA at a constant flow of 0.15 ml/min for at least 100 s to ensure removal of free protein from the flowcell. The flow was then turned off for ~ 2 s to ensure that visible INO80 was bound to the DNA and not adsorbed to the surface, followed by a high flow (1 ml/min) 2 M salt wash to remove bound protein. Afterwards, the procedure was repeated with INO80-AA. The order in which the complexes were flushed in was switched for half of the experiments to remove possible biases. The flow was kept on between steps to keep the amount of DNA at the recorded barrier stable between injections ansd protein complexes were imaged using a 561 nm laser at 100 mW (0.70 μW/μm2), an illumination time of 50 ms and a frame delay of 1.74 ms.

Data analysis: Binding to DNA was determined in relation to positions of chromium anchors and barriers, and proteins adsorbed to the surface were identified using the short period where the flow was turned off. To calculate the amount of binding events of INO80/INO80-AA to the DNA, individual fluorescent spots were localised as described^100,101^ exactly 86.7 s (1700 frames) after opening the injection valve. To reduce noise and increase signal, frames were averaged over 0.259 s (5 frames) before localisation, and five consecutive averaged frames were counted. Because the amount of DNA within one field-of-view can fluctuate strongly between experiments for DNA curtains, the data was normalised by calculating the ratio between INO80 and INO80-AA binding events for each double injection. Ratios were corrected to account for the difference in labelling efficiency between both complexes. Error bars were calculated by resampling the acquired ratios 10000 times and represent the one-sigma limits of the resampled means. The *p*-value was obtained by applying a two-tailed unpaired *t* test.

### ATP hydrolysis coupled with NADH oxidation assay

30 nM of the purified INO80 and INO80-AA, were incubated in the assay buffer containing 100 mM potassium-glutamate, 25 mM HEPES-KOH pH 7.6, 10 mM Mg(OAc)_2_, and 1 mM DTT, supplemented with 3 mM ATP and 3 mM MgCl_2_, 0.6 mM NADH, 3 mM phosphoenolpyruvate (PEP) and 16 µ/ml lactic dehydrogenase/pyruvate kinase enzymes. 24 µl reactions were prepared in 384 well plates in buffer without ATP and MgCl_2_. The reactions were tested in sets of 3 technical replicates with two different substrates: PCR amplified Windom 601 DNA with 80 bp extra-nucleosomal DNA at 200 nM (30 ng/µl) and 0N80 reconstituted mono nucleosomes at 150 nM.

ATPase reactions were initiated by adding an ATP / MgCl_2_ mix to a final concentration of 3 mM each. Plates were incubated at 26 ^o^C in a Biotek PowerWave HT plate reader for 30 mins and absorption at 340 nm was determined every 15 s. For analysis, each time course was fitted to a linear function within a time range where all reactions were linear. From the slope of the reaction and the extinction coefficient of NADH (6220 M^−1^ cm^−1^), the change in NADH concentration was calculated (for 30 μL reactions in Greiner plates, the path length was 0.27273 cm). As oxidation of one NADH equals the hydrolysis of one ATP, the ATP hydrolysis rates were calculated from the slopes.

### In vitro nucleosome positioning assay

The assay was performed with 30 nM ORC and 20 nM INO80 or INO80-AA in a buffer containing 20 mM HEPES pH 7.5, 50 mM NaCl, 3 mM MgCl_2_, 2.5 mM ATP, 2.5 mM DTT, 0.5 mM EGTA pH 8, 12% glycerol, and started by the addition of SGD chromatin, incubated for 2 h at 30 ^o^C and stopped by addition of 0.2 U apyrase incubated at 30 ^o^C for 20 mins. In order to generate mostly mononucleosomal DNA, the reaction was incubated with 100 U MNase and 1.5 mM CaCl_2_ for 5 min at 30 ^o^C. The digestion was stopped by the addition of 10 mM EDTA and 0.5% SDS, followed by a proteinase K treatment for 1 hour at 37 ^o^C and ethanol precipitation. Samples were run in 1.5% agarose gels for 1.5 h at 110 V constant in 1X TAE (40 mM Tris, 20 mM acetic acid, 1 mM EDTA), and mononucleosomal DNA was excised and purified using a DNA purification kit.

The sequencing libraries were prepared using 10–50 ng mononucleosomal DNA. The samples were diluted to 10 nM, pooled according to the sequencing reads required (~ 5 million reads per sample), and quantified via BioAnalyzer. The pool was sequenced with an Illumina NextSeq 1000 in 60 bp paired-end mode (Laboratory for Functional Genome Analysis, Ludwig-Maximilians-Universität Munich). The MNase-seq data was analysed as previously described^4^.

### In vitro genome-scale chromatin replication assay

Replication assays using chromatinised DNA were performed as previously described^4^, with minor modifications.

SGD chromatin was dialysed in a replication buffer containing 100 mM potassium glutamate, 25 mM HEPES-KOH (pH 7.5), 10 mM MgOAc, 100 µg/ml BSA, 0.02% NP-40, and 1 mM DTT. The SGD chromatin was then incubated with 30 nM ORC and either 20 nM INO80 or the Arp8 mutant for two hours at 30 °C. MCM loading was performed in a buffer containing 25 mM HEPES-KOH (pH 7.5), 100 mM potassium glutamate, 10 mM MgOAc, 0.02% NP-40, 1 mM DTT, 50 nM MCM2-7/Cdt1, and 80 nM Cdc6, which were then incubated for 30 minutes at 30 °C. Subsequently, 50 nM DDK was added, and the mixture was incubated at 30 °C for a further 30 minutes to perform MCM phosphorylation.

For the replication reaction, a master mix containing the following was used: 80 nM Pol α, 10 nM Pol δ, 40 nM Cdc45, 30 nM Dpb11, 20 nM Ctf4, 20 nM Pol ε, 220 nM GINS, 5 nM Mcm10, 50 nM Sld2, 25 nM Sld3/7, 10 nM TopoI, 100 nM RPA, 20 nM S-CDK, 20 nM Csm3/Tof1, 10 nM Mrc1, 20 nM RFC, 20 nM PCNA, 25 nM FACT and 250 nM Nhp6. This was all in a buffer containing 200 mM potassium glutamate, 25 mM HEPES-KOH (pH 7.6), 10 mM magnesium acetate and 1.A solution containing 0.00 µg/ml BSA, 1 mM DTT, 0.01% NP-40, 3 mM ATP, 60 nM [α−32P]dCTP, 20 mM dGTP, dATP and dTTP, as well as 1 mM dCTP and 160 mM CTP, UTP and GTP, was prepared.

The reaction was incubated for the desired amount of time and stopped by adding 50 mM EDTA. Illumina MicroSpin G-50 columns (GE Healthcare) were then used to remove the unincorporated nucleotides. The samples were loaded onto a 0.8% alkaline agarose gel containing 30 mM NaOH and 2 mM EDTA and separated by electrophoresis for 16 h at 24 V.

The gel was fixed in 5% trichloroacetic acid and transferred to Whatman paper. An image was taken with a Typhoon FLA 9500 phosphoimager (GE Healthcare).

### Nuclei isolation and in vivo MNase - seq assay

Nuclei were isolated as described above. The isolated nuclei were digested with MNase in MNase buffer containing 150 mM Tris-HCl, pH 7.5, 500 mM NaCl, 14 mM CaCl2, 2 mM EDTA, 2 mM EGTA and 50 mM β-mercaptoethanol to get a distribution of approximately 80% mono-nucleosome:20% di-nucleosome. The reaction was stopped by the addition of 1 M Tris-HCl, pH 8.5, 10 mM EDTA and 0.5% SDS. The DNA was purified by proteinase K digestion, phenol-chloroform extraction, ethanol precipitation, RNAse A digestion and isopropanol precipitation. The samples were run in a 1.5% agarose gel, the mononucleosomal DNA was cut out and purified using the GeneJET Gel Extraction kit. Sequencing libraries were prepared and data was analysed as for the in vitro nucleosome positioning assay.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

All data generated or analysed during this study are included in this published article. The raw and processed files from mass spectrometry data (both for Phosphoproteomics and Cross-link MS) have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository^102^ with the dataset identifier PXD053426 [http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID = PXD053426]. The raw and processed files from high-throughput sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) with the GEO series accession numbers GSE281817 and GSE282419 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE282419]. Source data are provided in this paper.

# Supplementary material for: Dbf4-dependent kinase finetunes Ino80 function at chromosome replication origins
**Source:** Nat Commun. 2026 Mar 28;17:3029. doi: 10.1038/s41467-026-70698-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## Dbf4-Dependent Kinase Finetunes INO80 Function at Chromosome Replication Origins

Priyanka Bansal <sup>1\*</sup>, Shibojyoti Lahiri <sup>1\*</sup>, Chandni Natalia Kumar <sup>1</sup>, Jessica Furtmeier <sup>1</sup>, Lorenz Spechtenhauser <sup>1</sup>, Lorenzo Galanti <sup>2,3</sup>, Juan de Dios Barba Tena <sup>2</sup>, Erika Chacin <sup>1,4</sup>, Garp Linder <sup>5</sup>, María Ángeles Ortiz-Bazán <sup>6</sup>, Marisa Müller <sup>1</sup>, Petra Vizjak <sup>7,8</sup>, Tobias Straub <sup>1</sup>, Felix Mueller-Planitz <sup>7</sup>, Johannes Stigler <sup>5</sup>, Andrés Aguilera <sup>6</sup>, Belen Gómez-González <sup>6</sup>, Boris Pfander <sup>2</sup>, Philipp Korber <sup>1</sup>, Axel Imhof <sup>1#</sup> and Christoph F. Kurat <sup>1,9#</sup>

\*These authors contributed equally to this work.

## Supplementary Figure 1

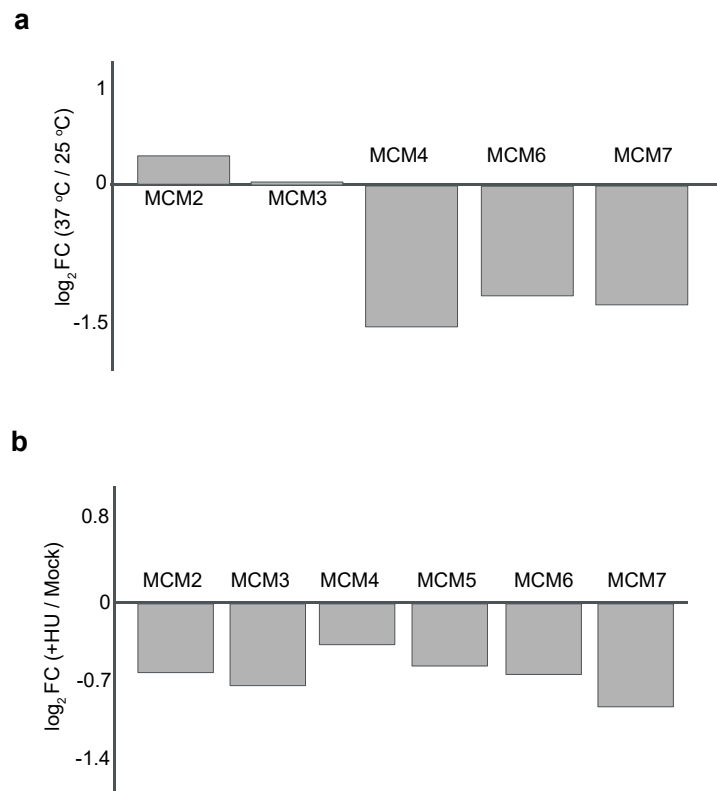

### Supplementary Figure 1: MCM complex subunits found in phospho-proteomic network.

- a. MCM complex subunits found in the *cdc7-4* screen.
- b. MCM complex subunits found in the HU screen.

## Supplementary Figure 2

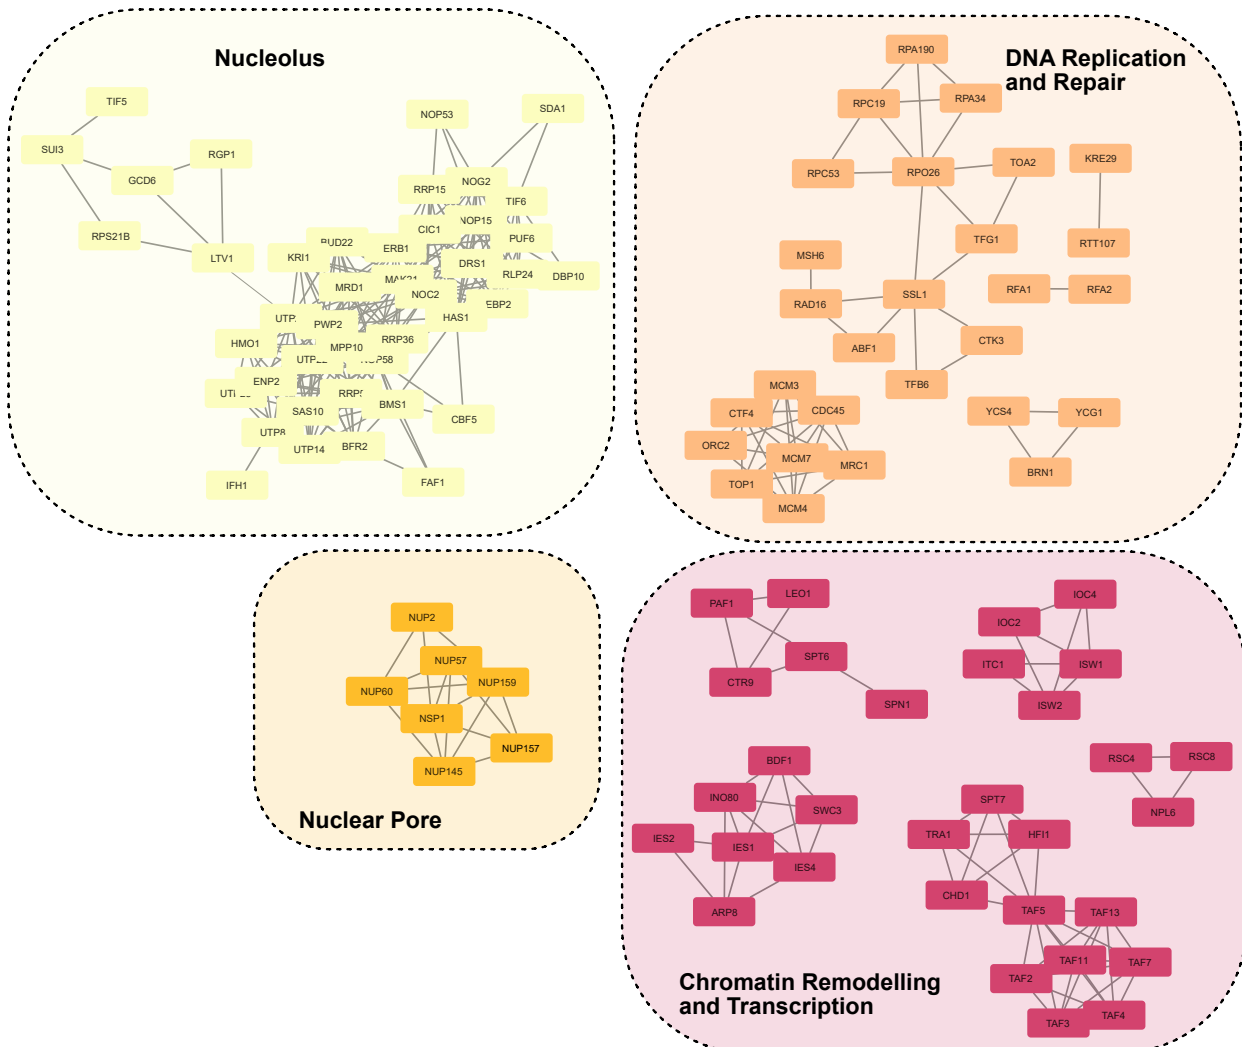

### Supplementary Figure 2:

**Network of phosphorylation targets influenced by DDK-inhibition involved in DNA replication and repair or chromatin remodeling and transcription.**

The protein-protein interaction network was visualized using Cytoscape<sup>1</sup> (vs 3.10.0).

For network analysis those proteins were considered, which are known to be localized to the nucleus and for which we detected a clear increase in phosphorylation at the permissive temperature or without HU. Interaction data were taken from the STRING database<sup>2</sup>.

## Supplementary Figure 3

**a**

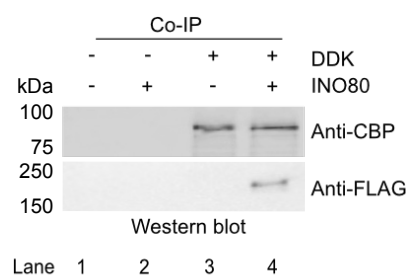

**b**

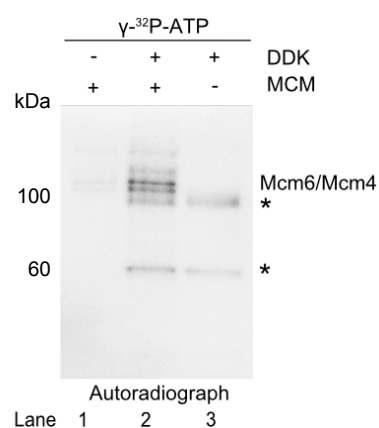

## Supplementary Figure 3: INO80 is a bona-fide target of DDK.

- In vitro* Co-Immunoprecipitations assay with INO80 and DDK. N=2.
- Incorporation of [<sup>32</sup>P]- $\gamma$ -ATP into MCM by DDK as in Fig. 2 d. The presence of asterisks indicates the occurrence of auto-phosphorylation of DDK, as determined through a reaction with DDK alone (Fig. 2d, Lane 1). N=2. Source data are provided as a Source Data File.

## Supplementary Figure 4

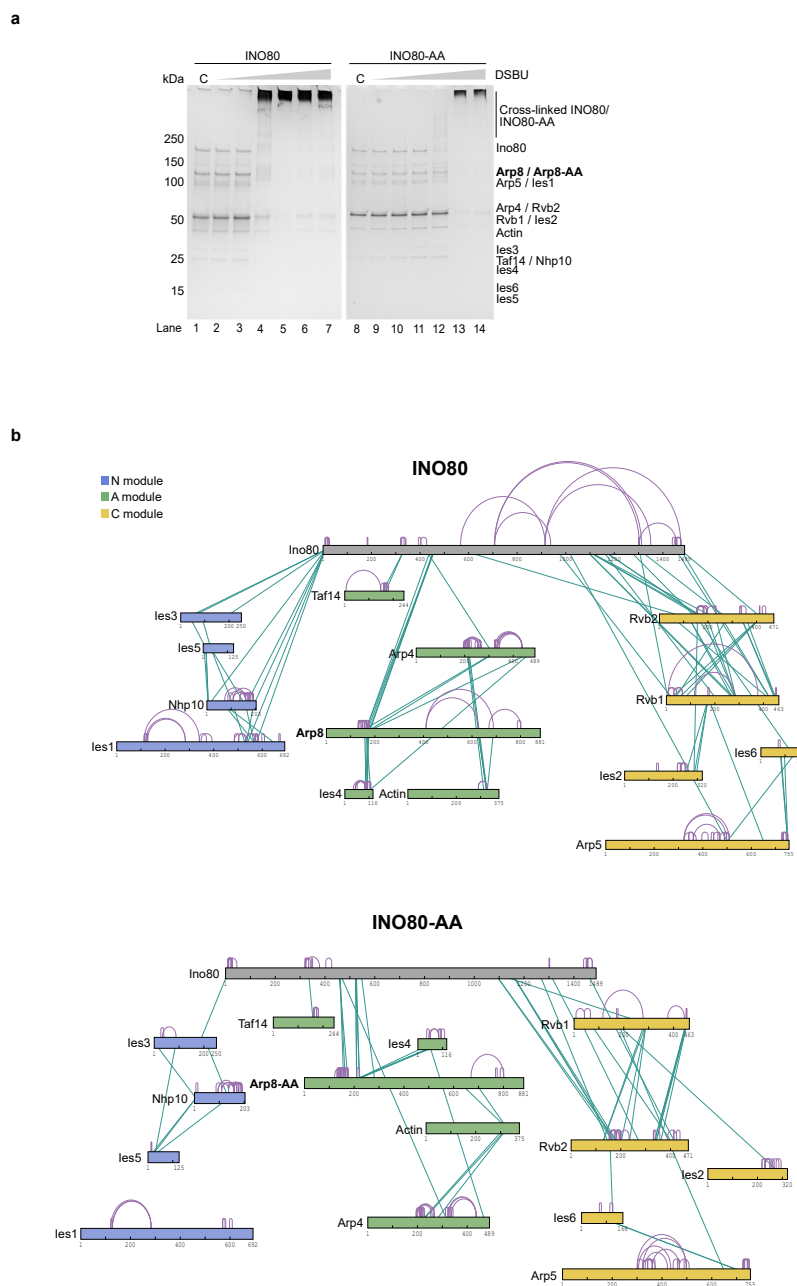

### Supplementary Figure 4: Subunit interaction topology maps of INO80 and INO80-AA complexes.

- SDS-PAGE and silver stain analysis of the DSBU crosslinker titration with INO80 and INO80-AA complexes. Complexes were tested with a range of 25 – 208  $\mu$ M DSBU as represented by grey triangle on the top. C refers to control reaction without any crosslinker and kDa refers to the size of proteins in kilo-daltons.
- Crosslink network map of INO80 and INO80-AA complexes. Different subunits and modules of INO80 are color-coded in accordance with (Fig. 2e). Inter cross-links are represented in green and intra cross-links are represented in purple within the complex. Source data are provided as a Source Data File.

## Supplementary Figure 5

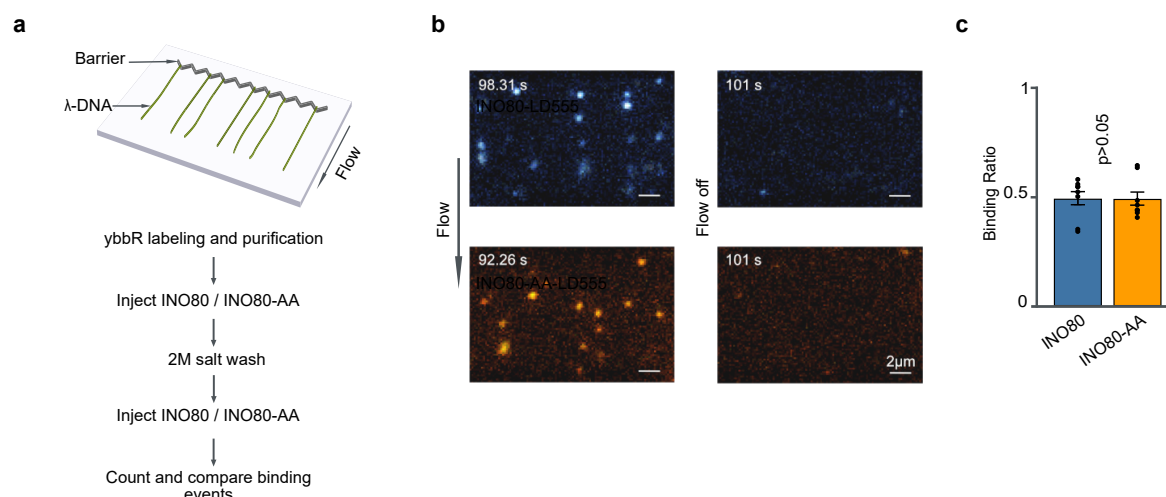

## Supplementary Figure 5: Interaction of INO80 and INO80-AA with DNA.

- Schematic of a single tethered DNA curtain under flow. Below schematic is the outline of the assay to measure the binding affinity of labelled and purified INO80 and INO80-AA complexes to lambda ( $\lambda$ ) DNA.
- Representative wide-field images of INO80 (top left) and INO80-AA (bottom left) complexes bound to flow stretched  $\lambda$  DNA. After stopping the flow,  $\lambda$  DNA molecules bound to INO80 (top right) and INO80-AA (bottom right) complexes move out of the field view.
- The graph shows mean ratios of INO80 to INO80-AA binding events to the  $\lambda$  DNA for 8 double injections respectively. To remove binding bias of the complexes, they were injected, followed by a salt wash and then INO80-AA or vice versa. For each injection, five averaged frames were analyzed and in total 3317 binding events were counted. Acquired ratios were bootstrapped 10000 times and error bars represent the one sigma limits of the resampled means. The p-value was obtained by using two-tailed unpaired t-test calculations. Source data are provided as a Source Data File.

## Supplementary Figure 6

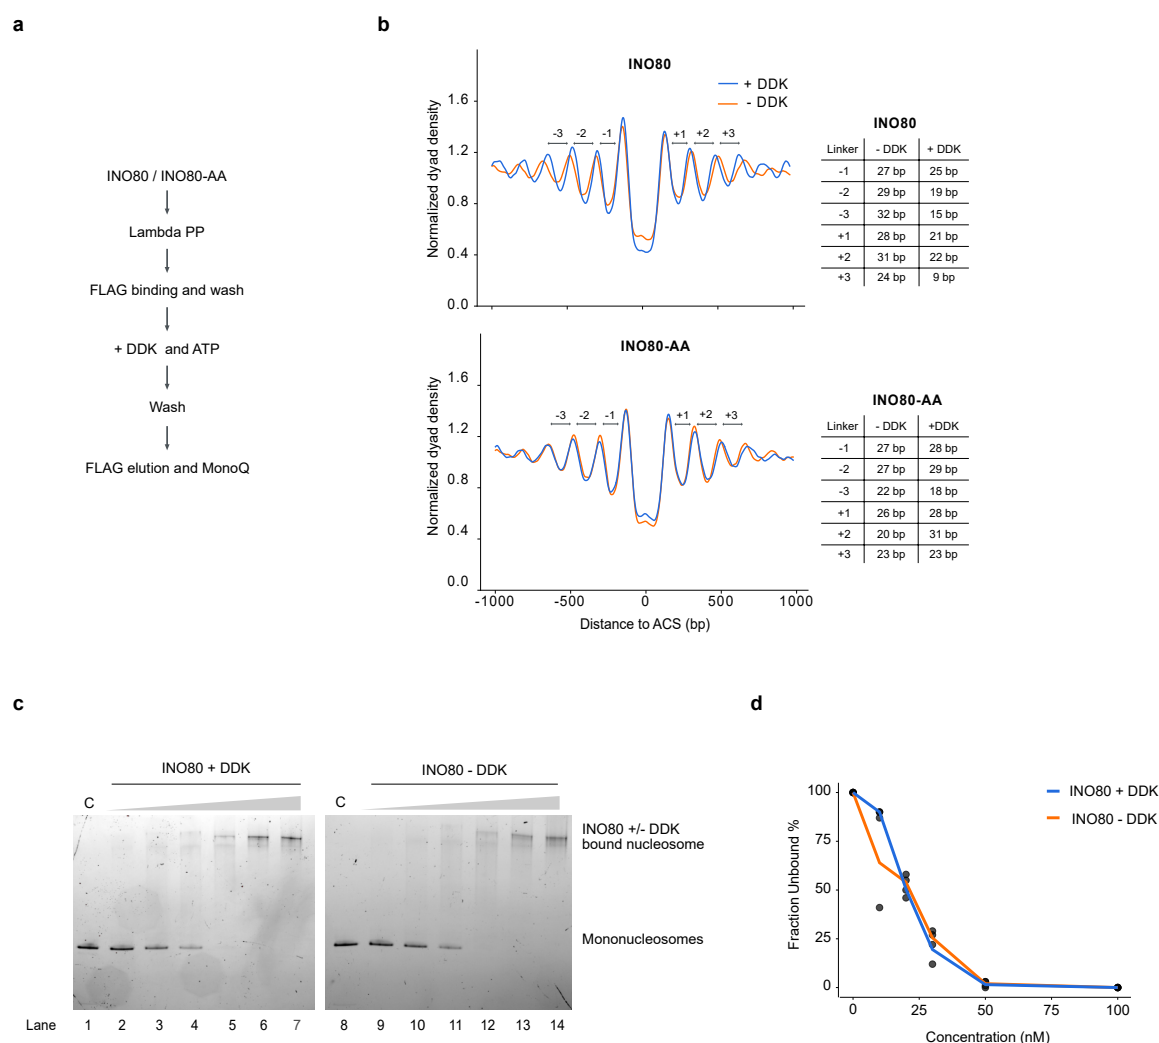

### Supplementary Figure 6: The dependence of INO80's chromatin function on DDK-dependent *in vitro* phosphorylation.

- Purified INO80 and INO80-AA complexes were dephosphorylated using Lambda Phosphatase (Lambda PP) and re-phosphorylated with purified DDK.
- Composite plot as in (B) illustrating representative *in vitro* MNase-seq data for SGD chromatin incubated with ORC plus either DDK phosphorylated (blue) or dephosphorylated (orange) INO80 and INO80-AA complexes. N=2.
- The binding of dephosphorylated INO80 plus/minus DDK to mononucleosomes was assessed using an electrophoretic mobility shift assay (EMSA) coupled with native polyacrylamide gel electrophoresis (PAGE) as in Fig. 3d. N = 2.
- The unbound fractions (mononucleosomes) in (c) were quantified for all experiments and plotted as in Fig. 3d. The results of the two experiments are presented as individual data points. Source data are provided as a Source Data File.

## Supplementary Figure 7

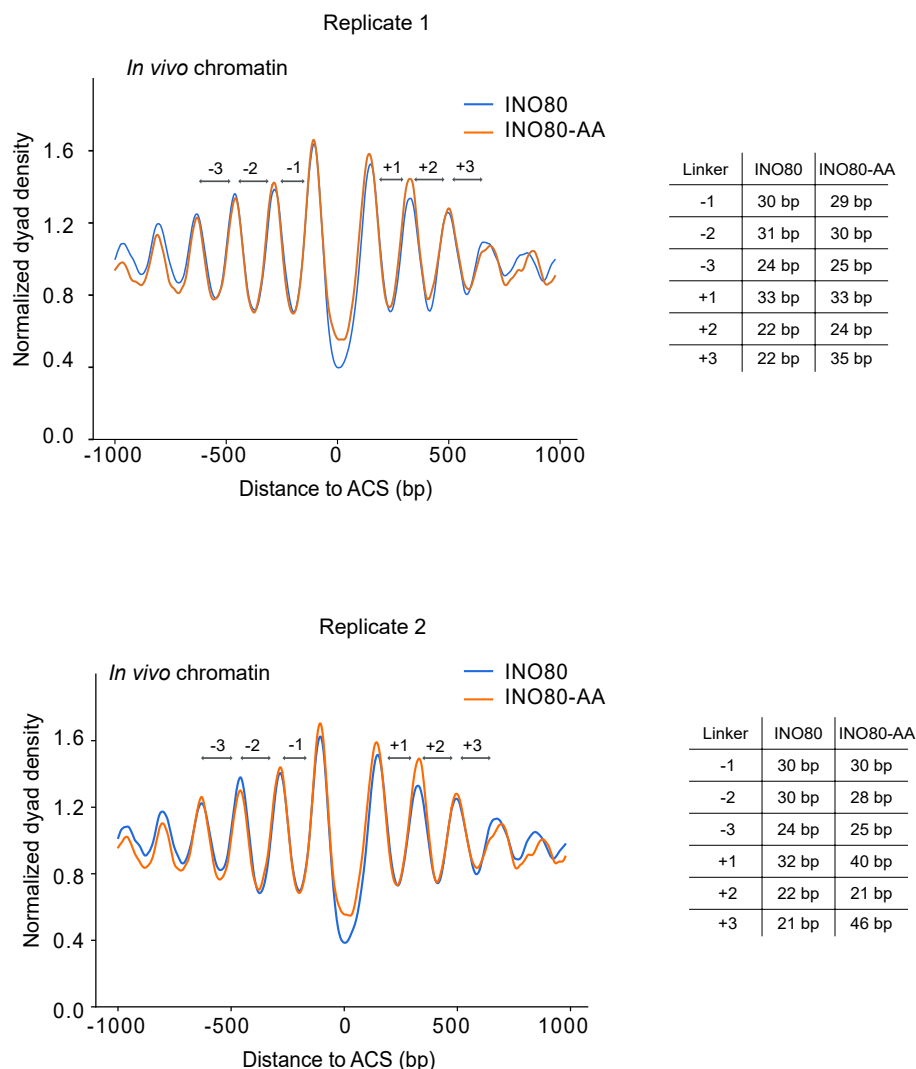

### Supplementary Figure 7: *In vivo* MNase profile of wild type and *arp8-AA* mutant.

Composite plot representations as in (Fig. 4b) illustrating *in vivo* MNase-seq for wild type versus *arp8-AA*. The accompanying table presents the linker lengths of the first, second, third linkers (DNA between nucleosomes) upstream and downstream of NFR (Nucleosome Free Region). Both biological replicates are shown. N=2. Source data are provided as a Source Data File.

## Supplementary Figure 8

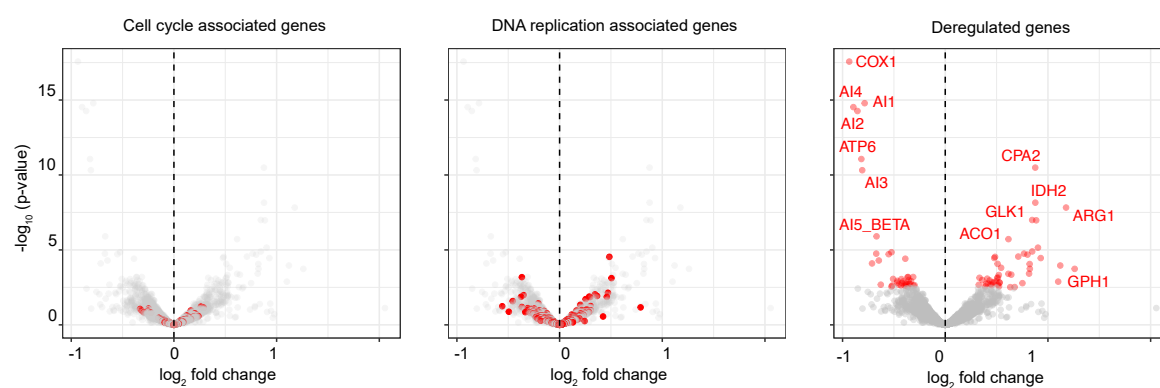

**Supplementary Figure 8:**  
Transcriptional responses of *arp8-AA* compared to *ARP8* in cells grown asynchronously.

Volcano plots showing differential expression of *arp8-AA* versus *ARP8*. The red dots represent genes involved in the cell cycle (left panel, see Supplementary Data 1), replication (middle panel, see Supplementary Data 1), or significantly deregulated genes (right panel). The  $\log_2$  fold change shows the extent to which gene expression is either upregulated or downregulated in *arp8-AA*. N = 3.

## Supplementary References

1. Shannon, P. et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res* **13**, 2498-504 (2003).
2. Szklarczyk, D. et al. The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. *Nucleic Acids Res* **51**, D638-d646 (2023).
3. Winston, F., Dollard, C. & Ricupero-Hovasse, S.L. Construction of a set of convenient *Saccharomyces cerevisiae* strains that are isogenic to S288C. *Yeast* **11**, 53-5 (1995).
4. Brachmann, C.B. et al. Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast* **14**, 115-32 (1998).
5. On, K.F., Beuron, F., Frith, D., Snijders, A.P., Morris, E.P. & Diffley, J.F. Prereplicative complexes assembled in vitro support origin-dependent and independent DNA replication. *Embo j* **33**, 605-20 (2014).

**Supplementary Table 1: *S. cerevisiae* strains used in this study**

| <b>Name</b> | <b>Genotype</b>                                                                                                                                                                                | <b>Source</b> |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| yCFK 51     | MAT a, <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                                                                                                     | 3,4           |
| yCFK43      | MAT α, <i>his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0</i>                                                                                                                                                      | 3,4           |
| yPB3        | MAT α, <i>his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 ARP8::ARP8-S65A, S233A</i>                                                                                                                               | This study    |
| yPB4        | MAT a, <i>his3Δ1 leu2Δ0 ura3Δ0 ARP8::ARP8-S65A, S233A</i>                                                                                                                                      | This study    |
| yPB5        | MAT α, <i>his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 ARP8::ARP8-S65A, S233A, Ino80-3x FLAG::NAT</i>                                                                                                           | This study    |
| yPB6        | MAT a, <i>his3Δ1 leu2Δ0 ura3Δ0 ARP8::ARP8-S65A, S233A, Ino80-3x FLAG::NAT</i>                                                                                                                  | This study    |
| yPB7        | MAT a, <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Ino80-3x FLAG::NAT</i>                                                                                                                                 | This study    |
| yCFK23      | MAT a, <i>ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100, cdc7-4, pep4::Hyg, his3::HIS3pRS303/SLD3-13MYC, trp1::TRP1pRS304/SLD2, leu2::LEU2pRS305/SLD7, CDC45, ura3::URA3pRS306/DPB11</i> | <sup>5</sup>  |
| yPB8        | MAT α, <i>his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 ARP8::ARP8-S65A, S233A, Ino80-ybbR-3x FLAG::NAT</i>                                                                                                      | This study    |
| yPB9        | MAT a, <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, Ino80-ybbR-3x FLAG::NAT</i>                                                                                                                            | This study    |

**Supplementary Table 2: Oligonucleotides used in this study**

| <b>Name</b> | <b>5'-3' Sequence</b>                                                          | <b>Purpose</b>                                   | <b>Purification</b> |
|-------------|--------------------------------------------------------------------------------|--------------------------------------------------|---------------------|
| oPB1        | TAAATTACTAGTCAATAGTACATA<br>AATACAGGGATACAATCGCACCTA<br>ACCGGATCCCCGGGTTAATTAA | <i>URA</i> integration at<br><i>ARP8</i> locus F | Desalt              |
| oPB2        | TGCAAAGACCTTTCAGAAAAAAG<br>ATAACAAAACTTCCATATGCATA<br>TCGAATTTCGAGCTCGTTTAAAC  | <i>URA</i> integration at<br><i>ARP8</i> locus R | Desalt              |
| oPB3        | CGTAGTTGGATCTGAGACACCCAG<br>AGCTGTAACAGGTCTTTCTGTTGAC<br>CCA                   | <i>ARP8</i> Serine 65<br>SDM F                   | Desalt              |
| oPB4        | TGGGTCAACAGAAAGACCTGTTAC<br>AGCTCTGGGTGTCTCAGATCCAAC<br>TACG                   | <i>ARP8</i> Serine 65<br>SDM R                   | Desalt              |
| oPB5        | GAGAAATAACAACACTAGCCAAAT<br>AGCTAGTACCAACACACCAGATGT<br>TAT                    | <i>ARP8</i> Serine 233<br>SDM F                  | Desalt              |

|       |                                                                                             |                                                   |        |
|-------|---------------------------------------------------------------------------------------------|---------------------------------------------------|--------|
| oPB6  | ATAACATCTGGTGTGTTGGTACTA<br>GCTATTTGGCTAGTGTTGTTATTTC<br>TC                                 | <i>ARP8</i> Serine 233<br>SDM R                   | Desalt |
| oPB7  | TAAATTACTAGTCAATAGTACATA<br>AATACAGGGATACAATCGCACCTA<br>ACATGTCGCAAGAAGAAGCAG               | <i>arp8</i> integration at<br><i>ARP8</i> locus F | Desalt |
| oPB8  | TGCAAAGACCTTTCAGAAAAAAG<br>ATAACAAAACTTCCATATGCATA<br>TCCTAGTACGTGAAAATACATTTA<br>TATTGTAAG | <i>arp8</i> integration at<br><i>ARP8</i> locus R | Desalt |
| oPB9  | CCGTGCAAGATGACTTATTT                                                                        | <i>ARP8</i> locus<br>integration check F          | Desalt |
| oPB10 | AGCCGTCTAAGCGGGACTAT                                                                        | <i>ARP8</i> locus<br>integration check F          | Desalt |
| oPB11 | TGAGGAACCCATTGATATTCCG                                                                      | <i>ARP8</i> S65<br>sequencing F                   | Desalt |
| oPB12 | GTCTGCACAGCAGGTGGTGCCCT                                                                     | <i>ARP8</i> S65<br>sequencing R                   | Desalt |
| oPB13 | AGACTAGGACGTATTAAAGCT                                                                       | <i>ARP8</i> S233<br>sequencing F                  | Desalt |
| oPB14 | GATCCAGGATGTATCACGATA                                                                       | <i>ARP8</i> S233<br>sequencing R                  | Desalt |
| oPB15 | GACCATCCTGTCGTAGTTCCAA                                                                      | <i>ARP8</i> sequencing F                          | Desalt |
| oPB16 | GCAAAAGCATAAGTCAAGATGGA<br>ATTAAGGAAGCGGCAAGTGCATTG<br>GCACGTACGCTGCAGGTCGAC                | <i>INO80</i> C-terminus<br>3xFLAG F               | Desalt |
| oPB17 | GATAGACATTAACCTCCGCTTAATG<br>TAAATAACACAATATGAATACCTT<br>TTATCGATGAATTCGAGCTCG              | <i>INO80</i> C terminus<br>3xFLAG R               | Desalt |
| oPB18 | ATCAACTTGAAAATTTGTGGGA                                                                      | <i>ARP8</i> sequencing R                          | Desalt |

**Supplementary Table 3:** *Oligonucleotides for the nucleosome preparation and Windom 601 DNA sequence*

|                                     |                                                                                                                                                                                                                                                             |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Nucleosome-0N80-fwd                 | CTGGAGAATCCCGGTGCCGAGG                                                                                                                                                                                                                                      |
| Nucleosome-0N80-rev                 | CGGTACCCGGGGATCCTCTAG                                                                                                                                                                                                                                       |
| Windom 601 DNA<br>sequence (5' FAM) | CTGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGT<br>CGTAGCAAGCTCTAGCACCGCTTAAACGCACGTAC<br>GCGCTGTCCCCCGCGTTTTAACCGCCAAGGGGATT<br>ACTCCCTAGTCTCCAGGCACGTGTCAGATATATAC<br>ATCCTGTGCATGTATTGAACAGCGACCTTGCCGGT<br>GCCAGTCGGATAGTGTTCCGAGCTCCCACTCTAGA<br>GGATCCCCGGGTACCGA |

# Supplementary material for: Dbf4-dependent kinase finetunes Ino80 function at chromosome replication origins
**Source:** Nat Commun. 2026 Mar 28;17:3029. doi: 10.1038/s41467-026-70698-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Lists the genes included in our analysis to assess transcriptional responses of replication- and cell cycle–related genes, respectively.

# Supplementary material for: Dbf4-dependent kinase finetunes Ino80 function at chromosome replication origins
**Source:** Nat Commun. 2026 Mar 28;17:3029. doi: 10.1038/s41467-026-70698-4
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | NGS data collection using NextSeq 1000 and Mass spectrometry data collection using Orbitrap Exploris-480 and QExactive HF Mass spectrometer                                                                     |
| Data analysis   | Data Analysis using R (v. 4.0), SAMTools (v1.5.1), bowtie2 (v.2.5.4), GenomicAlignments (v. 1.44.0), Genomic Ranges (v. 60.0), Python (v. 3.11.10), DESeq2(v. 1.36.0), MaxQuant (v.2.0.3.0, v. 2.0.2.0), Imshot |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed files from mass spectrometry data have been deposited in the ProteomeXchange PRIDE website with the identifier PXD053426.

## Reviewer access:

 Password: yWaWPZ8WzMy4

The raw and processed files from high-throughput sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with the accession numbers GSE281817 and GSE282419.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed.                                                                         |
| Data exclusions | No data was excluded                                                                                                |
| Replication     | All results reported were accumulated from multiple biological replicates. Replications were successful.            |
| Randomization   | For the mass spectrometric measurements, we performed sample randomization both in preparation and data collection. |
| Blinding        | N. A.                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-FLAG M2 peroxidase (Sigma, F3165) and anti-CBP antibody (Sigma, 04-932)                                                                                                                                                                                          |
| Validation      | The antibodies were used for immunoblot detection of tagged proteins in calmodulin pull-down assays. Specificity was confirmed by detection of bands at the expected molecular weights and by the absence of signal in control reactions lacking the tagged proteins. |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

## Plots

- Confirm that:
- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☐ All plots are contour plots with outliers or pseudocolor plots.
  - ☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                                                                                                                                                |                                                                                                                                                                                                                        |
|------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | Yeast cells were fixed and permeabilized in 70% ethanol + 50mM Tris-HCl pH 8.0, digested with RNase A and proteinase K, stained with 0.5 uM SYTOX green (Invitrogen, S7020) and 30.000 cells were measured per sample. |
| Instrument                                                                                                                                     | MACSquant Analyzer Flow Cytometer (Milteny Biotec)                                                                                                                                                                     |
| Software                                                                                                                                       | FloJo (v.10.6.2)                                                                                                                                                                                                       |
| Cell population abundance                                                                                                                      | No gating was performed                                                                                                                                                                                                |
| Gating strategy                                                                                                                                | No gating was performed                                                                                                                                                                                                |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

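RNA from *ARP8* wild-type and *arp8-AA* cells was sequenced in asynchronous cultures (3 replicates per genotype) and at 10 min (G1) and 20 min (early S) after release from α-factor (2 replicates per genotype and time point), 14 libraries in all. The authors isolated RNA with QIAzol according to the paper's methods, or Trizol according to the deposited sample records, treated it with DNaseI, depleted ribosomal RNA and sequenced directional libraries in paired-end mode. They made the deposited estimated counts by pseudoaligning the reads to the R64 transcriptome (annotation version 108) with kallisto 0.48 at default parameters, which assign reads to transcripts without regard to strand and divide reads that match several transcripts among them. The deposited TPM values were computed by kallisto from the estimated counts and effective lengths, and were used only to check the deposited tables. No filter or normalization had been applied to the estimated counts. Each table lists 6612 transcripts, of which 5929 were matched to a locus tag of the reference (R64, GCF_000146045.2), 683 were not, and 5908 had the length of the reference coding sequence.

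The estimated counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with Python 3.11.15 and matplotlib 3.10.9 for annotation and plots. The libraries held between 1864995 and 6016858 estimated counts. TMM factors lay between 0.940 and 1.05. Transcripts were kept by edgeR's filterByExpr. Genotypes were compared with edgeR's quasi-likelihood F-test, two-sided, with the replicate number as a block and Benjamini-Hochberg adjustment over all transcripts tested in a comparison, and an adjusted p under 0.05 was called. The asynchronous and the synchronised libraries were fitted apart. Beyond G1 and early S, the synchronised fit gave the effect of the genotype over both time points, the interaction of genotype and stage, and the change between stages within each genotype. The paper's methods name DESeq2 with the experimental batch as a random factor, and the legend of Fig. 5 an adjustment for the replicate. A DESeq2 Wald test with the replicate as a covariate was therefore among the alternatives. The paper's text does not name a threshold for these comparisons.

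Whether equal replicate numbers pair libraries was checked by correlating, across genes, the deviations of libraries from the mean of their group. For libraries of different groups with the same number, r lay between 0.174 and 0.329 in the asynchronous and between 0.478 and 0.653 in the synchronised experiment. With different numbers it was at most 0.180 in the asynchronous experiment. With 2 replicates the values for different numbers mirror those for the same number by construction. Within each group of replicates no library was a copy of another, since the counts of the closest such pair differed by more than counting noise (chi-square per degree of freedom 1.59). Libraries of different groups were not compared in this way. Coding sequences were split into 31-mers, and the share that occurs in another coding sequence was taken as the limit on telling a transcript from its relatives.

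The cell cycle and replication lists are the sheets of Supplementary Data 1. Further lists were written from general knowledge of yeast genes: the mitochondrially encoded transcripts, histones, the G1/S regulon, M/G1 genes, the pheromone response, the DNA damage response, the retrograde response, general stress, arginine biosynthesis, sulfur metabolism and INO80 subunits, and later a low glucose list. Lists with at least 5 members tested were compared with limma's camera at an inter-gene correlation of 0.01, and beside it with an estimated correlation and with fry. The p of the sheets of Supplementary Data 1 were adjusted over 6 tests, a family chosen after the results were seen. The p of all lists come from models across all genes and are not exact, and 3 libraries against 3 cannot give an exact permutation p under 0.1. Of 55 such tests apart from the sheets of Supplementary Data 1, 26 were called with camera after adjustment, 0 with the estimated correlation and 1 with fry, that of arginine biosynthesis in asynchronous cells. Genes named in the text are, by a rule fixed in advance, the 10 largest changes among called transcripts that moved in the same direction in every pair, genes labelled in Fig. 5e or Supplementary Fig. 8, *ARP8*, strain markers, the DDK genes, the called or else the 3 lowest-p genes of each sheet, and the largest changes in each list. Genes chosen after their values were seen were *COX2*, *COX3*, *COB*, *OLI1*, *VAR1*, *CLB2*, *SWI5*, *COS12* and *PUT4*, *DCD1* and *YRF1-6* outside the comparison in which the rule names them, and genes named for a call or an extreme under a single alternative or between stages.

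The test was tried on simulated data with 200 genes changed by 2 or 1 on the log2 scale. In the asynchronous design, edgeR called 179 of 198 changed genes and DESeq2 158. In G1 it called 122 of 200 against 125 with DESeq2, in early S 124 of 200 against 125, and over both time points 174 of 200 against 175. The changes were given to both stages, and the interaction test, which had none to find, called 0 genes. The alternatives were DESeq2, its size factors in place of TMM, no filter or at least 10 counts in every library, no replicate block, a threshold of 0.1, effective lengths as an offset, removal of the GC trend, mitochondrial transcripts left out, the *COX1* locus summed, edgeR's earlier quasi-likelihood method, each time point fitted alone, and each replicate number left out in turn. Read-level data and the screen of genes deregulated under replication stress that the paper cites were not analysed here, and 1 gene that the rule names is not reported here.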

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

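The adjustment over the named genes alone, the demand that a list also pass fry or an estimated correlation, the choice of *COS12* and the low glucose list came only after the results were seen. The other tests reported here were set beforehand. The groups hold 2 or 3 libraries, too few to test whether 1 library lies far from the rest of its group. The 10 results below were singled out because the effect of the genotype differed between the experiments (1 result) or because a transcript that the paper does not label was called as higher in *arp8-AA* (9 results). *DCD1*, called as lower, is described with the other observations.

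Of the 10 largest changes called in asynchronous cells, 8 were of transcripts that the paper does not label. The largest of these, *DCD1*, was lower in *arp8-AA* (−2.14), and the other 7 were higher in *arp8-AA*, each in 3 of 3 pairs. The log2 fold changes were 1.69 for *EGO4* (adjusted p = 0.0190), 1.45 for *DCS2* (YOR173W, adjusted p = 0.0274), 1.30 for YFR052C-A (adjusted p = 0.0202), 1.23 for *SOL4* (YGR248W, adjusted p = 0.0402), 1.21 for *BDH2* (YAL061W, adjusted p = 0.0291), 1.12 for *HXK1* (adjusted p = 0.0045) and 0.95 for *TDH1* (YJL052W, adjusted p = 0.0334). *DCS2* lies on chromosome XV from 657264 to 658325, *SOL4* on VII from 985972 to 986739, *BDH2* on I from 33448 to 34701, *HXK1* on VI from 253592 to 255049 and *TDH1* on X from 338271 to 339269. YFR052C-A was not matched to a reference locus, so its overlap with other genes was not looked up. Shared reads are a limit for *TDH1*, with 26.3% of its 31-mers in other coding sequences, against 0% for the other 5 of these genes that have a reference locus. With DESeq2's size factors in place of TMM, and with the GC trend removed, these 7 transcripts were still called, with log2 fold changes after GC removal from 0.93 (*TDH1*) to 1.69 (*EGO4*). The GC removal left YFR052C-A at 1.30, since it has no reference sequence. The 10 most abundant transcripts took between 9.19% and 9.55% of the counts in the asynchronous libraries, so a few transcripts did not take over 1 group.

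With DESeq2, *TDH1* (adjusted p = 0.288) and YFR052C-A (0.0577) were not called and *SOL4* got no adjusted p. The calls of these 7 transcripts rest on the pairing of the replicates. Without the replicate block, the adjusted p of these 7 transcripts lay between 0.346 (*DCS2*) and 0.442 (*TDH1*). Without replicate 3, 6 of the 7 were no longer called, with adjusted p of 0.0747 for *BDH2*, 0.108 for *DCS2*, 0.0750 for *EGO4*, 0.205 for *SOL4*, 0.163 for *TDH1* and 0.126 for YFR052C-A. Without replicate 1, *BDH2* (0.0699), *DCS2* (0.0628), *EGO4* (0.0927), *SOL4* (0.0973) and *TDH1* (0.0628) were not called, and without replicate 2 *SOL4* (0.0726) and YFR052C-A (0.0856) were not. Over the alternatives fixed in advance, the adjusted p ranged from 0.0104 to 0.442 for *EGO4* (called in 11 of 14), 0.0178 to 0.346 for *DCS2* (11 of 14), 0.0149 to 0.410 for YFR052C-A (10 of 14), 0.0226 to 0.431 for *BDH2* (11 of 14), 0.0056 to 0.442 for *TDH1* (10 of 14), 1.0e-06 to 0.431 for *HXK1* (13 of 14), and 0.0333 to 0.410 for *SOL4* (called in 8, with an adjusted p in 13).

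*HXK1* is also a member of the general stress list, whose 9 tested members were all higher in asynchronous *arp8-AA* cells, with a median log2 fold change of 0.87 and medians per pair from 0.42 to 1.23. The shift was called with camera (adjusted p = 9.7e-08 over 55 tests) and not with an estimated correlation (p = 0.138) or fry (p = 0.0677). A candidate explanation is that the *arp8-AA* cultures were harvested with less glucose left. A list of 12 low glucose genes, 8 of them tested, had a median log2 fold change of 0.48, with 7 of 8 higher. The list was added later than the other lists, to test this explanation. Its camera p was 0.0193, which met the threshold written before this list was tested. With an estimated correlation p was 0.435 and with fry 0.398. Its members ranged from −0.095 (*HXT2*) to 1.11 (*HXT6*), and *HXT7*, at 0.82 (adjusted p = 0.0741, higher in 3 of 3 pairs), was not called. *HXT6* and *HXT7* share 95.7% of their 31-mers with other coding sequences. A difference in glucose at harvest and an effect of the *arp8-AA* genotype cannot be told apart, since each culture carries its own harvest and the low glucose genes vary together between replicates. The effect of the genotype itself stays open as an untested biological explanation.

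The effect of the genotype on *EGO4* was lower in synchronised than in asynchronous cells by a log2 difference of −1.92 (1.69 against −0.24, higher in *arp8-AA* in 3 of 3 and 2 of 4 pairs). It had an adjusted p of 0.0216 over 100 named genes and of 0.592 over all 5493 transcripts tested. *EGO4* was named because it was called in asynchronous cells, which favours a difference in this direction. The 2 experiments differ in synchronisation and in depth, with 1864995 to 2582840 estimated counts per library in one and 2365901 to 6016858 in the other, and no library is common to both. Whether the stage of the cells or the experiment underlies the difference was not tested.

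*YRF1-6* was higher in *arp8-AA* in early S by 1.90 on the log2 scale (adjusted p = 0.0035, 2 of 2 pairs). All its 31-mers (100%) are shared. The 8 *YRF1* genes summed had a log2 fold change of 0.61 in early S (standard error 0.14, adjusted p = 0.668, 2 of 2 pairs), which falls short of the share of the rise of *YRF1-6* that the test set beforehand required of the whole family. A division of reads between near-identical copies may therefore account for part of the call on *YRF1-6*. *YRF1-6* itself was higher in *arp8-AA* in 7 of 7 pairs, with 1.96 in asynchronous cells (adjusted p = 0.107, 3 of 3 pairs) and 0.76 in G1 (adjusted p = 0.680, 2 of 2 pairs), so the division would have to differ by genotype. A difference between the strains in their subtelomeric copies was not tested and stays open. The summed family was also higher in *arp8-AA* in 2 of 2 pairs in G1 (0.25) and in 4 of 4 pairs over both time points (0.43, adjusted p = 0.256), and was not called in asynchronous cells (0.095, 2 of 3 pairs). Without the replicate block *YRF1-6* was not called in early S (adjusted p = 0.998, the highest of a range from 4.7e-15 over the alternatives fixed in advance, with a call in 12 of 13).

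*COS12* was higher in *arp8-AA* over both synchronised time points by 1.51 on the log2 scale (standard error 0.19, adjusted p = 0.0321, 4 of 4 pairs). Reads shared with other *COS* genes are excluded as its cause, since 0% of the 31-mers of *COS12* occur in another coding sequence. The 12 *COS* genes summed rose by 0.20 (adjusted p = 0.760, 3 of 4 pairs). In asynchronous cells *COS12* was not called in any of the 13 alternatives fixed in advance that gave an adjusted p (0.517 to 0.839), with log2 fold changes from 0.39 to 0.45. *COS12* starts at position 2790 of chromosome VII, and a difference between the strains in this subtelomeric region was not tested. *COS12* was higher in *arp8-AA* in 7 of 7 pairs over both experiments, which argues against a fault of 1 library as the cause. A difference in library preparation that follows the genotype was not tested, and no biological explanation was tested.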

How the results depend on the processing

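The DESeq2 fits without a filter on low counts were chosen only after the results were seen, and the remaining alternatives were fixed before the data were examined. Replication genes called stayed at 0 in asynchronous cells, G1 and early S under every alternative run, as did cell cycle genes called in early S.

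With DESeq2 and the replicate as a covariate, 5 transcripts were called in G1, 4 in early S, 38 over both time points, 1 for genotype by stage, 31 between stages in *ARP8* and 38 between stages in *arp8-AA*. The cause was not tested. The transcript called for genotype by stage, YHR218W, had a fitted log2 fold change of 30.7, and the calls in G1 and early S include YHR218W at −22.3 and YLL067C at −27.8, values which no count ratio in these libraries can reach. In asynchronous cells DESeq2 called 35, of which 32 were among the 51. With each time point fitted alone, 50 transcripts were called in G1, 2 of them cell cycle genes, and 2 in early S. DESeq2 with each time point alone called 10 in G1 and 2 in early S. Such fits estimate the spread from 4 libraries instead of 8, and why they call more was not tested. DESeq2 without a filter called 33 in asynchronous cells, 5 in G1 and 4 in early S in the joint fit, again with YHR218W and YLL067C, and 10 in G1 and 2 in early S with each time point alone.

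Without the replicate block, 8 transcripts were called in asynchronous cells, all of them among the 51, with 0 cell cycle genes. Calls then fell to 0 in early S, 0 over both time points, 0 between stages in *ARP8* and 0 between stages in *arp8-AA*. The pairing of the libraries thus carries most calls.

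An adjusted p under 0.1 gave 126 transcripts in asynchronous cells, 8 of them cell cycle genes, 18 over both time points, 12 between stages in *ARP8* and 14 between stages in *arp8-AA*, as a looser threshold must. With no filter on low counts, 4 cell cycle genes were called in asynchronous cells and 11 transcripts over both time points. With the GC trend removed, the counts were 1 cell cycle gene and 16 transcripts. The causes of these changes were not tested. With mitochondrial transcripts left out, 32 transcripts were called in asynchronous cells, in part because called transcripts were removed, with 1 cell cycle gene, and 1 over both time points. With the *COX1* locus summed, 1 cell cycle gene was called in asynchronous cells and 1 transcript over both time points, where several calls are of this locus. DESeq2's size factors in place of TMM gave 49 calls in asynchronous cells, 32 higher and 17 lower.

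Across the 3 fits that each left out 1 replicate number, calls in asynchronous cells ranged from 8 (without replicate 3) to 48 (without replicate 1), and called cell cycle genes from 0 (without replicate 3) to 2 (without replicate 2). These 2 were *GSP1* (−2.56) and *EMI2* (1.08), and neither *WTM1* nor *HHT1* was called in that fit. Without replicate 1, 39 of the 48 were among the 51. Leaving out a replicate of the synchronised libraries leaves 1 library per group, so only values are given. The median of the cell cycle genes then ranged from −0.071 to 0.10 in G1 and from −0.012 to 0.0076 in early S, and that of the replication genes from −0.12 (without replicate 2) to 0.11 (without replicate 1) in G1 and from −0.080 (without replicate 1) to 0.053 (without replicate 2) in early S. All 4 ranges cross 0.

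Of the list medians called with camera, 4 reversed direction without replicate 1. These were general stress in G1 (−0.071, against 1.15 without replicate 2), M/G1 genes in early S (−0.053 against 0.29), mitochondrially encoded transcripts in early S (0.044 against −0.46) and sulfur metabolism between stages in *arp8-AA* (0.22 against −0.56). The single remaining pair gives these values, and why the replicates differ was not tested. List medians that were not called also changed sign in some fits, such as sulfur metabolism in G1 (−0.045, and 0.21 without replicate 1), and are counted as moved or the same by their spread between replicates. Over the other results for lists, 563 were the same, 52 moved, 3 became stronger and 66 weaker. For the named genes 3630 were the same, 36 moved, 56 became stronger and 76 weaker, and 0 of the called ones changed sign. Named genes that were not called did change sign in some fits, such as *ARP8* in early S, from −0.52 to 0.20 over the alternatives.

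The synchronised comparisons were less sensitive than the asynchronous one, although their libraries were no less deep, with medians per group from 2855836 to 4191380 estimated counts against 2047069 and 2347473. In simulated data with 2 pairs per time point, changes of 1 on the log2 scale were called for 34 of 100 genes in G1 and 34 of 100 in early S, against 79 of 98 with the 3 asynchronous pairs, so calls of 0 leave room for changes of this size.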

Differences from the paper's values

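The error set against the extremes of the plotted lists, the median standard error of the comparison, and the DESeq2 fits without a filter were chosen only after the results were seen, and the other comparisons with the paper were planned. The paper's values from figures were read by eye.

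The paper's text gives 2 genes as deregulated in synchronised cells, against 1 here (*YRF1-6*, early S). No alternative set before the data were examined gave 2. DESeq2 in a joint fit gave 9, among them YHR218W (−22.3) and YLL067C (−27.8) with fitted values that counts cannot reach, each time point alone 52, DESeq2 with each time point alone 12 and no replicate block 0, and the remaining alternatives gave 1. In G1 the paper labels about 1 gene in Fig. 5e, read by eye, against 0 called here. DESeq2 gave 5, each time point alone 50 and DESeq2 with each time point alone 10, so none of these alternatives set before the data were examined closed the gap, and the others gave 0.

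The genes themselves differ too. In Fig. 5e the paper labels *AI4* in G1 and *HXT1* in early S. Here *AI4* had an adjusted p of 0.557 in G1 and *HXT1* one of 0.105 in early S, lower in 2 of 2 pairs each. *AI4* was called in G1 with each time point alone (adjusted p = 2.3e-04), with DESeq2 (0.0091) and with DESeq2 and each time point alone (0.0073), over a range from 2.3e-04 to 1.00. *HXT1* was called in early S with DESeq2 (9.5e-06), with each time point alone (0.0209) and with DESeq2 and each time point alone (7.5e-05), over a range from 9.5e-06 to 0.998. With DESeq2 and no filter, chosen after seeing the values, the adjusted p was 0.0102 in the joint fit and 0.0061 with each time point alone for *AI4*, and 1.1e-05 and 1.0e-04 for *HXT1*. *YRF1-6*, called here in early S (adjusted p = 0.0035), was not seen among the labels of Fig. 5e.

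For the replication genes, the paper's lowest and highest log2 fold changes in Fig. 5e, read by eye, were about −3.2 and about 3.1 in G1, against −0.92 and 0.50 here. In early S they were about −3.1 and about 2.4, against −0.61 and 0.75 here. None of the alternatives set before the data were examined closed these gaps. For the cell cycle genes in Fig. 5e, the paper's values read by eye were about −0.9 and about 0.8 in G1, against −1.13 and 1.46 here. At least 10 counts in every library, an alternative set before the data were examined, gave −0.94 and 0.92, and each time point alone gave −1.11 for the lowest value. The others did not close these gaps. In early S the paper's values were about −0.6 and about 0.7 in Fig. 5e, read by eye, against −1.35 and 1.53 here, and no alternative set before the data were examined closed the gap. Set side by side, the range of the cell cycle sheet under DESeq2 with each time point alone and no filter, a setting chosen after seeing the values, was −3.25 (*SMA1*) to 2.47 (*SPS2*) in G1 and −3.07 (*RRT12*) to 2.36 (*GMC2*) in early S. These ranges lie nearer to the paper's replication panel than to its cell cycle panel. The replication sheet as tested here, from −0.92 to 0.50 in G1 and from −0.61 to 0.75 in early S, lies nearer to the paper's cell cycle panel. Which sheet each panel of Fig. 5e was drawn from was not tested.

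In asynchronous cells, the paper's lowest and highest values for the replication genes were about −0.56 and about 0.79 in Supplementary Fig. 8, read by eye, against −0.90 (*SFH1*) and 0.29 (*CTI6*) here. The lowest value was closed by the fit without replicate 1 (−0.59), and the highest by no filter on low counts (0.84) and by the fit without replicate 2 (0.85), all set before the data were examined. The other alternatives did not close these gaps. For 13 labelled genes whose log2 fold changes could be read in Supplementary Fig. 8, 0 differed.

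The paper states that cell cycle genes showed no significant changes in asynchronous cells, whereas *WTM1* (log2 fold change 0.48, adjusted p = 0.0451, higher in 3 of 3 pairs) and *HHT1* (−0.37, adjusted p = 0.0402, lower in 3 of 3 pairs) of its list were called here over all transcripts, and 0 genes when adjusted over the list alone. With no replicate block or without replicate 3, 0 cell cycle genes were called. *DCD1* (−2.14), *EGO4* (1.69) and, among the cell cycle genes, *GSP1* (−1.89, adjusted p = 0.0881, called only at a threshold of 0.1 and, at −2.56, without replicate 2) were not seen in the plots of Supplementary Fig. 8.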

Other observations

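The tests of the retrograde response, of the cell cycle position at 20 min, of the amount of mitochondrial DNA and of fewer S phase cells were chosen only after the results were seen, as was the demand that a list also pass fry or an estimated correlation, while the other tests were set beforehand.

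Other splits of the libraries were fitted with the same block. Of the 10 splits of the 6 asynchronous libraries, 4 part every pair, and of these 1, the real one, called as many as 51 transcripts, the others calling 0. Of the 35 splits of the 8 synchronised libraries, 33 could be fitted and 8 part every pair, and of these 1, the real one, called as many as 5 transcripts. In 1 other split, 1 transcript was called. Without the block, the real split of the asynchronous libraries called 8 transcripts and the others 0. With 4 and 8 such splits, a real difference and an accident of the grouping cannot be told apart at a share under 0.05. The splits that part fewer pairs differ from the real one in leaving replicate differences between the groups.

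The mitochondrially encoded transcripts were lower in *arp8-AA* in asynchronous cells, with a median log2 fold change of −0.43 over 20 transcripts (3 higher, 0 of 3 pairs with a median above 0). The shift was called with camera (adjusted p = 1.1e-07), with p = 0.0181 under fry and 0.108 under an estimated correlation. The transcripts were unequal, with *COX1* at −0.94, *ATP6* at −0.82, *COB* (64.5% of its 31-mers shared) at −0.53, *COX2* at −0.079, *OLI1* at −0.032, *COX3* at 0.0053 and *VAR1* at 0.18, relative to a median of all transcripts of −0.0034. GC content is excluded as the whole cause, since the median stayed at −0.35 with the GC trend removed and *COX1* at −0.89 (adjusted p = 0.0022). A division of reads between the overlapping transcripts of the *COX1* locus is excluded as the cause of its fall, since the 7 transcripts summed gave −0.85. With the locus counted once the median of the list was −0.066, so most of the shift of the list is that locus. Less mitochondrial DNA per cell as the whole cause is excluded, since *OLI1* exceeded *COX1* by 0.91 on the log2 scale (standard error 0.11), 8.09 times its error. *COX1* was lower in 7 of 7 pairs over both experiments. RNA stability, splicing and strain differences in the mitochondrial genome were not tested.

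A retrograde response to reduced mitochondrial gene expression is a candidate explanation for the rise of *IDH2* and *ACO1*. The list of 6 genes, which includes both, rose by a median of 0.60 in asynchronous cells, with 6 of 6 higher (camera p = 7.8e-05), but fry gave p = 0.0620 and the estimated correlation 0.143. In G1 the median was 0.55 and in early S 0.46. Over both synchronised time points it was 0.48, above 0 in 4 of 4 pairs, with p = 0.0090 under fry and 0.0327 under the estimated correlation. A retrograde response and another change of metabolism that moves these genes together cannot be told apart, since the genes vary together and 2 of them were known to be called when the test was chosen.

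*DCD1*, followed up in the other comparisons after its values were seen, was lower in 7 of 7 pairs, with −2.14 in asynchronous and −0.96 in synchronised cells (adjusted p = 0.0630 over both time points). Reads shared with a paralog are excluded, since 0% of its 31-mers occur in another coding sequence. A change of the whole region is excluded, since the 6 neighbouring genes had a median of 0.018, from −0.38 (*IMP3*) to 0.51 (*MRPL6*). A strain difference at the *DCD1* locus itself was not tested, and no biological explanation was tested.

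The 8 core histone genes were lower in asynchronous *arp8-AA* cells, with a median of −0.37, 0 of 8 higher and medians per pair from −0.33 to −0.27 (fry p = 0.0148, estimated correlation p = 0.0539). Fewer S phase cells in the cultures is a candidate explanation. The G1/S regulon, which such a change would lower, had a median of 0.012 with 11 of 21 higher (adjusted p = 0.587 with camera). A shift of the cell cycle and a change of histone transcripts alone cannot be told apart, since the members of the G1/S regulon went both ways.

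A delayed entry of *arp8-AA* into S phase would lower the histone genes at 20 min. Their median was −0.15 in early S (adjusted p = 0.595 with camera), with −0.64 and 0.21 in the 2 pairs, and −0.55 in G1, so a delay and its absence cannot be told apart from 2 pairs that go opposite ways. An earlier cell cycle position of the *arp8-AA* cells at 20 min would make the difference between genotypes in one replicate run against the change from 10 to 20 min of *ARP8* in the other. Across 5453 genes, which are not independent replicates, r was −0.189 and −0.081, where the test asked for both to be under −0.1. Over 686 cell cycle genes r was −0.465 and −0.174. The same correlations for the difference in G1 were −0.177 and −0.0945, so a position in the cycle and other differences between the cultures cannot be told apart. Among single genes in early S, *CLN2* was at 1.25, *SVS1* at 1.56, *CLB2* at −1.08 and *SWI5* at −1.17, none of them called. From 10 to 20 min in *ARP8* cells, each changed the other way. The changes were −1.10, −0.40 (standard error 0.39), 1.70 and 3.36 in the same order. An earlier position of the *arp8-AA* cells would give such opposite signs. Both differences use the *ARP8* libraries at 20 min, which also favours opposite signs.

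Replication stress in *arp8-AA* would raise the DNA damage response. In asynchronous cells the list had a median of 0.057 (camera p = 0.464), in G1 0.038, and in early S 0.30 with 10 of 11 higher (camera p = 0.00986, estimated correlation p = 0.188). Replication stress and its absence cannot be told apart in asynchronous cells, since the list is small and its members went both ways, with 7 of 10 higher.

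Of the other lists, arginine biosynthesis rose in asynchronous cells by a median of 0.24 (adjusted p = 0.0019 with camera, and called under fry as well) and had medians of 0.20 in G1 and −0.0021 in early S. M/G1 genes had medians of −0.012 in asynchronous cells, 0.56 in G1 (8 of 8 higher, adjusted p = 2.1e-06 with camera, not called under fry) and 0.22 in early S. The medians of general stress were 0.65 in G1, with −0.12 and 1.15 in the 2 pairs, and 0.44 in early S. Those of the pheromone response were −0.0046, 0.016 and 0.12 in asynchronous cells, G1 and early S, those of sulfur metabolism 0.22, −0.045 and −0.26, and those of the INO80 subunits −0.033, 0.0058 and 0.035. The G1/S regulon had −0.00060 in G1 and 0.46 in early S (20 of 22 higher, adjusted p = 0.00088 with camera, not called under fry), and the mitochondrially encoded transcripts −0.51 and −0.19. Between G1 and early S, general stress fell by 0.88 in *ARP8* and 0.83 in *arp8-AA* cells and M/G1 genes fell by 0.45 and 0.64.

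*MET17* (*MET15*) had 0 counts in all 14 libraries, although a deletion of *MET15* is listed for the *ARP8* strain alone. The marker does not tell the genotypes apart in any library, and the alanine substitutions leave no trace in counts per transcript, so the genotype of each library rests on its record. Whether the listed genotype or the strain differs was not tested.

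The DDK genes were not called. *CDC7* had log2 fold changes of 0.23, 0.23 and −0.059 and *DBF4* of −0.097, 0.19 and −0.49 in asynchronous cells, G1 and early S. Between G1 and early S, 6 transcripts were called in *ARP8* cells and 1 in *arp8-AA* cells, with 553 and 562 at an unadjusted p under 0.05. Among those in *ARP8* cells were *FKH1*, *ADE17* and *SUR7*.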
